# Important Role of the GLP-1 Axis for Glucose Homeostasis after Bariatric Surgery

**DOI:** 10.1016/j.celrep.2019.01.047

**Published:** 2019-02-05

**Authors:** Pierre Larraufie, Geoffrey P. Roberts, Anne K. McGavigan, Richard G. Kay, Joyce Li, Andrew Leiter, Audrey Melvin, Emma K. Biggs, Peter Ravn, Kathleen Davy, David C. Hornigold, Giles S.H. Yeo, Richard H. Hardwick, Frank Reimann, Fiona M. Gribble

**Keywords:** bariatric surgery, GLP-1, enteroendocrine cells, peptidomics, mass spectrometry, transcriptomics, intestinal transit, gut hormones

## Abstract

Bariatric surgery is widely used to treat obesity and improves type 2 diabetes beyond expectations from the degree of weight loss. Elevated post-prandial concentrations of glucagon-like peptide 1 (GLP-1), peptide YY (PYY), and insulin are widely reported, but the importance of GLP-1 in post-bariatric physiology remains debated. Here, we show that GLP-1 is a major driver of insulin secretion after bariatric surgery, as demonstrated by blocking GLP-1 receptors (GLP1Rs) post-gastrectomy in lean humans using Exendin-9 or in mice using an anti-GLP1R antibody. Transcriptomics and peptidomics analyses revealed that human and mouse enteroendocrine cells were unaltered post-surgery; instead, we found that elevated plasma GLP-1 and PYY correlated with increased nutrient delivery to the distal gut in mice. We conclude that increased GLP-1 secretion after bariatric surgery arises from rapid nutrient delivery to the distal gut and is a key driver of enhanced insulin secretion.

## Highlights

• Increased postprandial GLP-1 triggers higher insulin levels after bariatric surgery
• Bariatric surgery does not change enteroendocrine cell identity or hormone content
• Increased nutrient flow to the distal gut after surgery enhances GLP-1 secretion

## Introduction

Bariatric surgery is widely used to treat obesity and is particularly effective because it results in dramatic improvements in type 2 diabetes (Sjöström, 2013). Reduced plasma glucose after bariatric surgery can be attributed partly to loss of body weight and adiposity, which in turn improves insulin sensitivity (Sjöström, 2013). In addition, bariatric patients have elevated post-prandial insulin secretion, and there are increasing reports of bariatric surgery being used to treat type 2 diabetes in patients who are not severely obese (Pok and Lee, 2014), as well as of post-prandial hypoglycemia occurring years after surgery when increased insulin release occurs on a background of improved insulin sensitivity following loss of body weight (Salehi et al., 2018). Understanding the physiological basis for elevated post-prandial insulin secretion after bariatric surgery is therefore important both for preventing hypoglycemia in susceptible post-surgical populations and for developing new therapeutic strategies to treat type 2 diabetes.

We have studied the endocrinology of lean patients who underwent gastrectomy with Roux-en-Y gastric bypass (RYGB) reconstruction for the treatment or prophylaxis of gastric cancer (Roberts et al., 2018b). The surgical procedure is similar to a standard RYGB performed for obesity, with the exception that the stomach is removed in its entirety. Post-gastrectomy patients have elevated plasma glucagon-like peptide (GLP) 1, peptide YY (PYY), and insulin levels after an oral glucose tolerance test (OGTT), mirroring the endocrine changes seen in bariatric patients, but because these patients are not generally obese, the excessive insulin secretion is associated with significant rates of post-prandial hypoglycemia (Roberts et al., 2018b). The contribution of GLP-1 to the observed post-surgical changes in plasma glucose and insulin concentrations has been debated, as detailed in several reviews (Hutch and Sandoval, 2017, Smith et al., 2018). In obese post-bariatric patients, blocking GLP-1 action using Exendin-9 reduced insulin secretion and the incidence of hypoglycemia (Jørgensen et al., 2013, Salehi et al., 2014), but corresponding data from mouse models have been conflicting. Mice with global GLP-1 receptor (*Glp1r*) knockout, for example, exhibited similar weight loss and glucose tolerance to wild-type controls after vertical sleeve gastrectomy (VSG) (Wilson-Pérez et al., 2013), whereas another group reported that mice with inducible β cell-specific *Glp1r* knockout had impaired insulin secretion and higher plasma glucose after VSG (Garibay et al., 2016).

Why post-prandial GLP-1 and PYY levels are elevated after bariatric surgery remains incompletely elucidated. GLP-1 and PYY are produced from enteroendocrine cells (EECs), which comprise ∼1% of the intestinal epithelium (Gribble and Reimann, 2016). These cell types have been extensively characterized in mice, because they can be tagged with fluorescent reporters driven by cell-specific hormonal or transcription factor promoters in transgenic mouse models (Gribble and Reimann, 2016), but data on human EECs are limited, because cell purification requires antibody staining for identification (Roberts et al., 2018a). One potential explanation for the post-surgical changes in gut hormone release is that EECs undergo adaptive changes, producing more GLP-1 and PYY that can be mobilized after food intake, or changing their response to nutrients due to different receptor expression. Although immunostaining of intestinal biopsies from bariatric patients and obese rodent models does not support the concept that major shifts occur in the numbers of EECs producing different gut hormones (Mumphrey et al., 2013, Rhee et al., 2015), staining methods are semiquantitative at best and do not inform on receptor expression. However, an important role for intestinal adaptation was not supported by the finding that GLP-1 levels after gastric bypass surgery were higher when a liquid meal was delivered via the oral route than it was when delivered via the gastroduodenal route on consecutive days (Dirksen et al., 2010). An alternative explanation is that ingested nutrients make contact with and thereby stimulate more EECs from the distal gut after surgery, due to anatomic intestinal rearrangement and/or increased intestinal transit. In both humans and mice, GLP-1 and PYY production is higher in more distal regions of the small intestine (Roberts et al., 2018a), so increased distal nutrient delivery has the potential to activate a greater number of GLP-1 and PYY-producing EECs.

The objectives of this study were to explore the importance of GLP-1 in post-bariatric physiology and the mechanisms underlying elevated post-prandial GLP-1 secretion in this group. Studies were performed in lean human and mouse models to reduce the confounding effects of metabolic changes due to loss of body weight and adiposity.

## Results

### Role of GLP-1 in Driving Hyperinsulinemia in Humans

We hypothesized that elevated plasma GLP-1 levels triggered by glucose ingestion were responsible for the high insulin secretion rates and subsequent hypoglycemia observed in our lean human cohort after gastrectomy (Roberts et al., 2018b), as reported previously in bariatric patients (Craig et al., 2017, Jørgensen et al., 2013, Salehi et al., 2014). Five post-gastrectomy patients were enrolled into a randomized, double-blind, placebo-controlled cross-over study, in which they received infusions of the GLP1R antagonist Exendin-9 or placebo on separate visits. Forty minutes after starting the infusion, they consumed a 50 g glucose drink, and 125 min later, they had an *ad libitum* test meal. Nadir glucose concentrations after the OGTT increased significantly from the control to the Exendin-9 day (Figures 1A and 1B). Elevated insulin concentrations were seen in the control arm and were significantly blunted by Exendin-9, reaching levels similar to those measured previously in a non-surgical control group (Roberts et al., 2018b) (Figures 1C and 1D). The inhibitory effect of Exendin-9 on insulin release was also observed as a reduced slope of the insulin secretory rate versus glucose concentration graph (Figure 1E). Glucagon concentrations 30 min after the OGTT were increased by Exendin-9 (Figure 1F), consistent with the known inhibitory effect of GLP-1 on glucagon secretion (Nauck et al., 1993). GLP-1 concentrations were higher with Exendin-9 (Figure 1G), consistent with previous reports that GLP-1 inhibits its own secretion (likely indirectly, e.g., via local somatostatin release) (Hansen et al., 2000, Heruc et al., 2014, Sze et al., 2011). Steady-state Exendin-9 concentrations (Figure 1H) were ∼0.4 μg/mL (∼120 nmol/L), ∼2-fold above the binding affinity of Exendin-9 for GLP1R in human insulinoma cells (Waser and Reubi, 2011). PYY concentrations were higher after Exendin-9 than after placebo (Figure 1I), mirroring the elevated GLP-1 levels and likely reflecting that PYY and GLP-1 are released from the same EEC type (Billing et al., 2018, Habib et al., 2013). Glucose-dependent insulinotropic polypeptide (GIP) concentrations were reduced by Exendin-9 (Figure 1J), suggesting that endogenous GLP-1 enhances GIP secretion—a finding not previously reported. Hunger scores were less suppressed by glucose ingestion in the Exendin-9 than in the placebo arm, without corresponding changes in fullness, suggesting that elevated GLP-1 concentrations contribute to reduced sensations of hunger in this cohort (Figures 1K and 1L).

**Figure 1:**
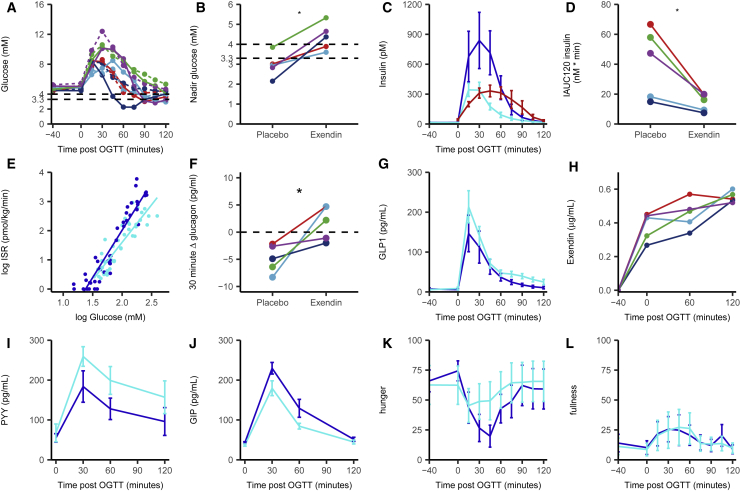
Exendin-9 Infusion in Post-gastrectomy Participants Receiving a 50 g OGTT Plasma parameters from 5 post-gastrectomy participants receiving either Exendin-9 or placebo in a cross-over design and challenged with a 50 g OGTT at time = 0. (A) Plasma glucose levels on placebo infusion (solid lines) or Exendin-9 infusion (dotted lines). Colors indicate individual participants. (B) Nadir glucose concentrations, taken from data shown in (A). (C) Plasma insulin concentrations for gastrectomy patients given placebo (light blue) or Exendin-9 (dark blue) or control patients (red, control data from previous study) (Roberts et al., 2018b). (D) Incremental area under the curve of insulin levels over 120 min. Colors represent individuals. (E) Correlation between log insulin secretion rate (ISR) and log glucose concentration using all measured time points after the OGTT during placebo (dark blue) or Exendin-9 (light blue) infusion. (F) Delta plasma glucagon concentrations between 0 and 30 min after the OGTT in either placebo- or Exendin-9-infused post-gastrectomy patients. Individuals are paired. (G–L) Total GLP-1 (G), PYY (I), and GIP (J) concentrations and hunger (K) and fullness (L) ratings in placebo-infused (dark blue) or Exendin-9-infused (light blue) gastrectomy patients. Data are represented as mean ± SD. Areas under the curve between placebo and Exendin-9 are statistically different for GLP-1, PYY, and GIP, with p < 0.05 using paired Student’s t test. (H) Exendin-9 concentrations measured during the Exendin-9 infusion. Colors represent individuals. ^∗^ indicates that the two groups are statistically different with p < 0.05 using paired Student’s t test.

### Role of GLP-1 in a Murine Lean VSG Model

We established a model of gastrectomy in lean mice, in which animals had either a VSG or a sham control operation (McGavigan et al., 2017) (Figure S1). As expected, the VSG group lost more weight during the first week after surgery than the sham controls, associated with reduced food intake. OGTTs triggered higher plasma GLP-1 and insulin levels and lower glucose excursions in VSG than in sham control groups. This lean VSG model was used to examine the effect of an antagonistic anti-GLP1R antibody, providing long-lasting blockade of GLP1R (Biggs et al., 2018). Mice were injected weekly with anti-GLP1R or isotype control antibody for 12 weeks, beginning 1 day before VSG or sham surgery. After surgery, all groups received 4 weeks of liquid diet, followed by 4 weeks of high-fat diet (HFD) and then 12 days of the control low-fat diet (LFD), to assess whether the response to surgery was diet dependent. Peak and trough antibody titers are shown in Figure S2A. Weight loss in the post-operative period was higher in VSG than in sham mice, and liquid food intake was correspondingly reduced, but no differences were observed between the control and the active antibody groups (Figures 2A, 2B, 2D, and 2E). When transferred to HFD, by contrast, the VSG group on anti-GLP1R antibody (Ab) paradoxically ate significantly more than VSG mice given isotype control and showed a trend toward additional weight gain (p = 0.08 versus VSG controls) (Figures 2A, 2B, 2C, and 2F), suggesting that endogenous GLP-1 suppressed intake of HFD despite having little effect on ingestion of the liquid diet. OGTTs (1 g/kg) were performed one day after antibody injection at weeks 2, 4, and 10 after surgery (Figures 2G–2I; Figures S2C–S2K). Post-GTT plasma glucose concentrations were higher in mice given GLP1R than control antibody in both sham and VSG groups. Corresponding 5 min insulin levels were reduced in the anti-GLP1R-Ab VSG group compared with VSG isotype controls, whereas the anti-GLP1R antibody did not affect insulin levels in the sham group.

**Figure 2:**
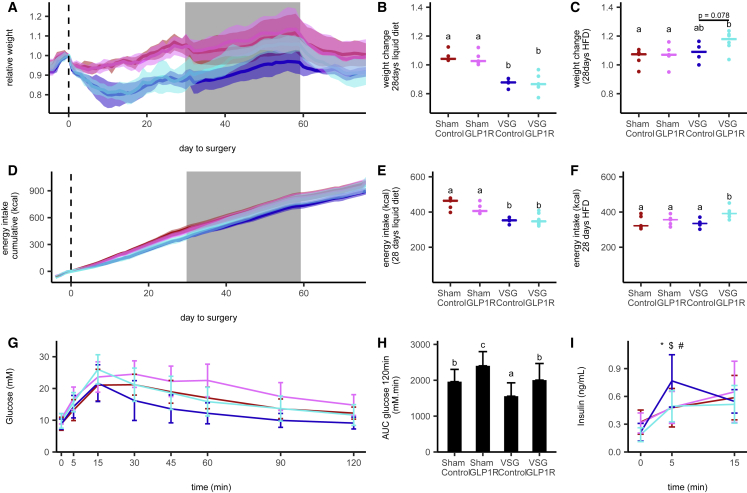
GLP1R Blockade in VSG-Operated Mice (A and D) Weight relative to surgery day (A) and cumulative energy intake (D) over time of vertical sleeve gastrectomy (VSG)-operated mice treated with control antibody (n = 4, dark blue) or GLP1R antibody (n = 6, light blue) and sham-operated mice treated with control antibody (n = 5, dark red) or GLP1R antibody (n = 5, pink). Data are mean ± SD. (B and E) Weight change (B) and cumulative energy intake (E) relative to the surgery day after 28 days of liquid diet. (C and F) Weight change (C) and cumulative energy intake (F) relative to the day of diet change from liquid to high fat after 28 days on high-fat diet. Data are median and individual values; significant differences between groups are assessed by Kruskal-Wallis followed by Dunn’s test; groups differing significantly with p < 0.05 are indicated by different letters. (G and I) Plasma glucose (G) and insulin (I) levels over time in response to a 1 g/kg OGTT in VSG- and sham-operated mice treated with control or GLP1R antibody. (H) Glucose area under the curve over 120 min for data as in (G). Colors in (B)–(I) are as described in (A). Data in (G)–(I) are the mean ± SD across animals and experiments of three OGTTs done 2, 4, and 10 weeks after surgery. ^∗^, $, and # indicate a difference with p < 0.05 between the VSG control antibody group and the VSG GLP1R-Ab, sham control-Ab, and sham GLP1R-Ab, respectively. Statistical differences between groups for the OGTT samples were assessed using a linear mixed model taking into account the repeated measures.

### Effect of Gastrectomy on the Intestinal Enteroendocrine Peptidome in Humans and Mice

We investigated whether altered plasma gut hormone profiles observed after gastrectomy can be explained by changes in peptide biosynthesis in the gut. In lean human gastrectomy patients, we compared biopsies taken from the jejunum at the time of surgery, with biopsies taken by endoscopy after surgery from the same anatomic region, just distal to the site of anastomosis with the esophagus. Biopsies were examined by liquid chromatography-tandem mass spectrometry (LC-MS/MS), enabling the identification and quantification of 22 candidate secretory peptides. Principal-component analysis (PCA) of the samples across all measured peptides did not differentiate pre- and post-operative samples (Figure 3A), and no differences were detected when individual peptides were examined by multi-factorial ANOVA (Figures 3B and 3C). From the proglucagon peptide, we detected GLP-1(7-36amide), GLP-2, glicentin-related peptide (GRPP), and oxyntomodulin (OXM), but not pancreatic-type glucagon. GLP-1(7-36amide), PYY1-36, and PYY3-36 were not increased in the post-surgical intestinal biopsies, despite the raised plasma levels of total immunoreactive GLP-1 and PYY detected after an OGTT in post-gastrectomy patients.

**Figure 3:**
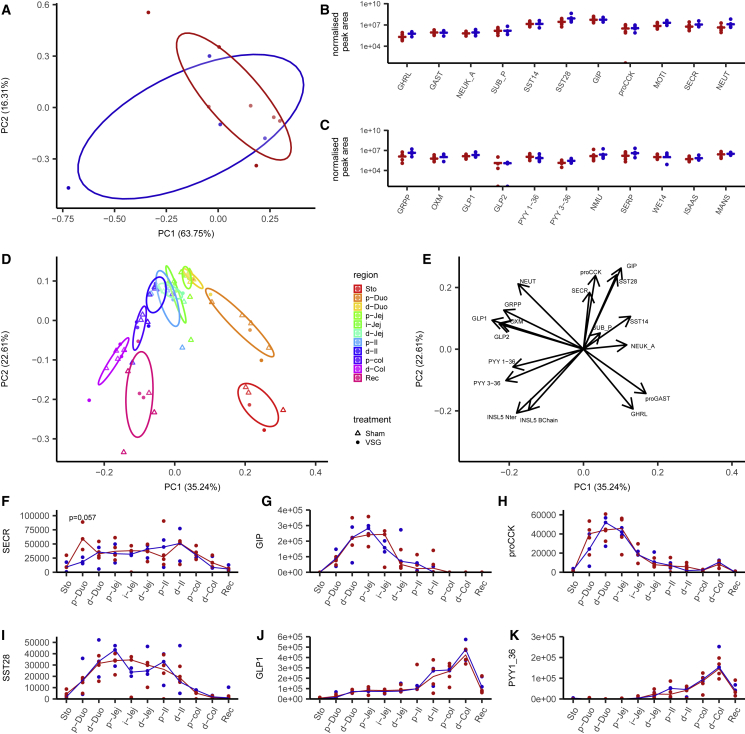
Effect of Bariatric Surgery on Tissue Peptide Content (A–C) Human jejunal peptidomics. (A) Principal-component analysis of the peptide content of human jejunal biopsies from patients before (n = 7, red) and after (n = 4, blue) gastrectomy surgery. Individual samples are plotted on the first two components representing all peptides measured in (B) and (C). (B and C) Peptide quantification for gut hormone peptides and granin-derived peptides for individual samples taken during (red) or after (blue) surgery. Data are normalized by tissue weight and internal standard for individual samples, and the medians are indicated. (D–K) Mouse peptidomics. (D and E) PCA of intestinal peptides measured in 3 VSG and 4 sham-operated mice in the stomach and every 5 cm along the gastrointestinal (GI) tract. Individual samples are color coded for their region of origin, and shape indicates the surgery type (D). Eigen vectors of each quantified peptide on the first two principal components (E). (F–K) Quantification of secretin (F), GIP (G), the N-terminal part of proCCK (H), SST28 (I), GLP-1 (J), and PYY1-36 (K) along the different regions of the GI tract, represented as median and individual samples from sham-operated (red) and VSG-operated (blue) mice. Differences between groups were assessed in each tissue for each peptide using a Mann-Whitney U test. Sto, stomach; Duo: duodenum; Jej, jejunum; Il, ileum; Col, colon; Rec, rectum; p, proximal; i, intermediate; d, distal; GHRL, ghrelin; proGAST, N terminus of proGastrin; NEUK_A, neurokinin A; SUB_P, substance P; SST14/28, somatostatin 14/28; GIP, glucose-dependent insulinotropic polypeptide; proCCK, N-terminal part of proCCK; SECR, secretin; NEUT, neurotensin; GRPP, glicentin-related peptide; OXM, oxyntomodulin; GLP1/2, glucagon-like peptide 1/2; PYY1-36/3-36, peptide YY1-36/3-36; INSL5 Nter, N-terminal part of INSL5 C-chain; INSL5 B-chain, B-chain of INSL5 (after reduction alkylation).

Because it was not possible to examine other regions of the post-surgical human gut, we performed a similar study in mice after VSG or sham surgery. Samples were taken from the stomach to the rectum and analyzed by LC-MS/MS, as they were for the human jejunum. By PCA, we observed longitudinal gradients in hormone production in both sham and VSG mice but no substantial differences between the surgical groups (Figures 3D and 3E). The similarity between sham and VSG samples was also evident at the level of individual peptide profiles (Figures 3F–3K).

In the cohort of VSG and sham mice treated with GLP1R or control antibodies, we performed a similar LC-MS/MS analysis of pancreatic homogenates at the end of the protocol (samples taken ∼7 min after an Ensure gavage meal, as described later). Pancreatic levels of peptides derived from insulin, GCG, IAPP (islet amyloid polypeptide), PPY (pancreatic polypeptide), and PYY were similar across all groups; from the proglucagon peptide, we detected glucagon, GRPP, OXM, and GLP-1(1-37), but not GLP-1(7-37) or GLP-1(7-36amide) (Figures S3G–S3I).

### Effect of Gastrectomy on the EEC Transcriptome in Humans and Mice

We next investigated whether the increased plasma GLP-1 and PYY levels after surgery were associated with transcriptomic adaptations in intestinal EECs, which could potentially change their responsiveness to food ingestion. In humans, we fluorescence-activated cell sorting (FACS)-purified EECs from the jejunum of peri-operative patients (collected during gastrectomy surgery) and from the same anatomic site in post-operative patients (collected by endoscopy) and performed transcriptomic analysis by RNA sequencing. EEC purity estimated from the FACS profiles ranged from 10% to 50%, compared with ∼0.1% in the starting cell populations, so to prevent bias introduced from non-EECs, we restricted the analysis to genes known to be differentially expressed and enriched in human EECs (Roberts et al., 2018a). By PCA, the pre- and post-surgical samples did not show any distinct clustering (Figure 4A), and the relatively few EEC genes that did exhibit significant differential expression between pre- and post-operative samples (Figure 4B) were not suggestive of major functional differences between the groups. Interrogation of the dataset for expression patterns of peptides, G-protein coupled receptors (GPCRs) (Figures 4E and 4F), transcription factors, and ion channels (Figures S4K and S4L) also revealed no segregation between pre- and post-operative groups.

**Figure 4:**
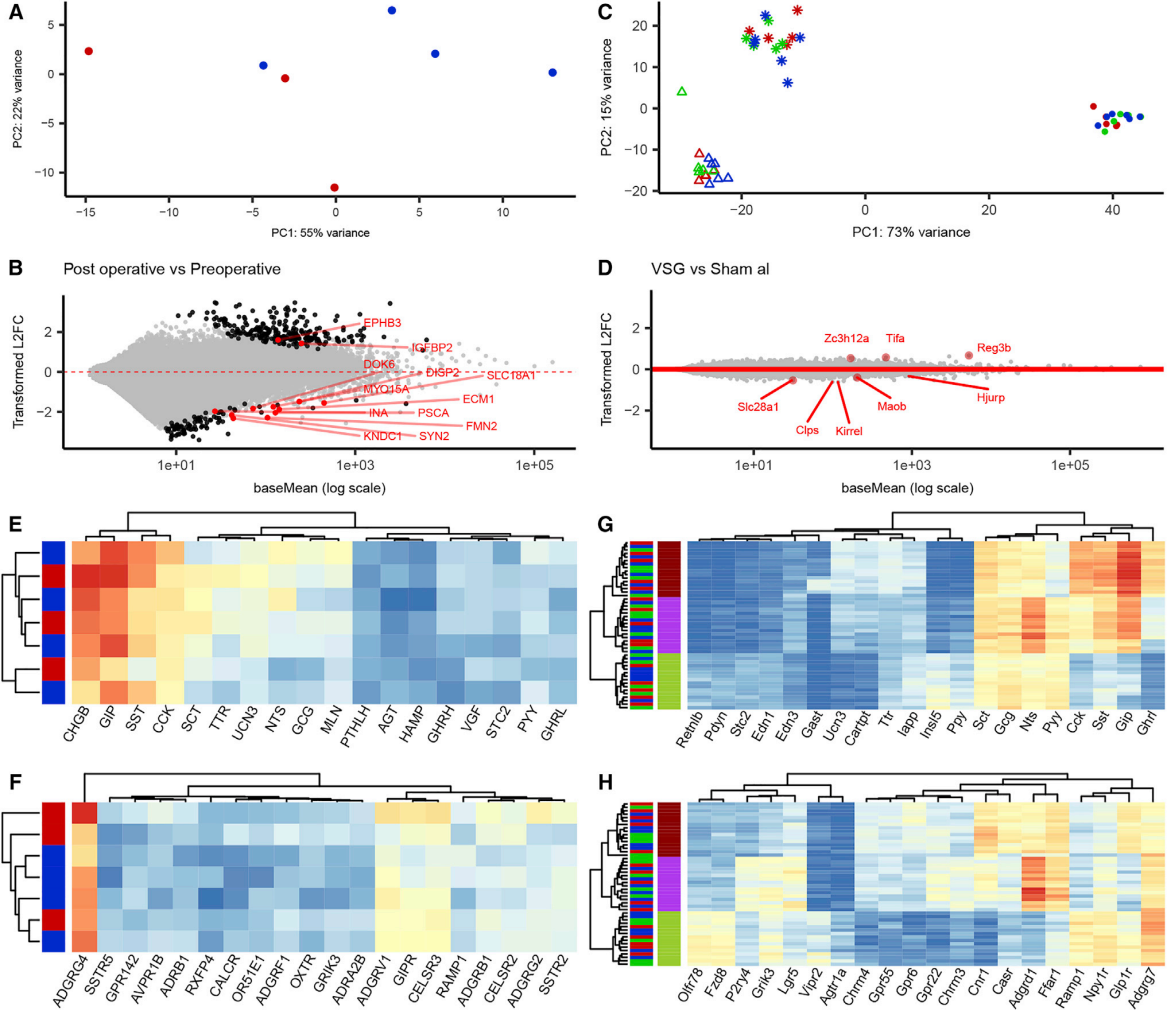
Transcriptomics of Human and Murine EECs after Gastrectomy Surgery (A) PCA of the 200 most variable genes significantly enriched in human jejunal EEC cells. Dots represent individual samples, color coded for before (red) or after (blue) gastrectomy and plotted on the first 2 principal components. (B) MA plot of post- versus pre-operative human samples representing, for each gene, the estimated log2 fold change between condition and mean normalized expression using a DESeq2 model. Genes that are differently expressed (padj < 0.05) are in black, and the differently expressed genes enriched in EECs are annotated in red. (C) PCA of the 500 most variable genes in murine EECs. Dots represent individual samples, color coded for sham *ad libitum* (red), sham weight-matched (green), and VSG-operated (blue) mice and shape coded for the tissue of origin on the first two principal components (Δ, top 5 cm of small intestine; ^∗^, bottom 15 cm of the small intestine; @, colon and rectum). (D) MA plot of VSG versus sham *ad libitum* samples representing the estimated log2 fold change between conditions across all 3 regions and the mean normalized expression of each gene using the DESeq2 model with interaction between surgery groups and regions. Genes that are differently expressed are annotated in red (adjusted p value [padj] < 0.05). (E–H) Heatmaps representing log2 normalized expression of the top variable EEC-enriched genes annotated as encoding hormones (E and G) or GPCRs (F and H) in human (E and F) and murine (G and H) samples. Samples and genes are clustered by Euclidean distance without scaling.

We performed a similar study in the mouse VSG model using lean NeuroD1-cre/YFP mice (Li et al., 2012) fed chow diet after surgery. FACS-purified NeuroD1-positive cells from the top 5 cm or bottom 15 cm of the small intestine and the combined colon and rectum were analyzed from VSG, sham, and weight-matched sham animals by RNA sequencing. 

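The authors deposited a table of read counts per gene for 48 libraries of NeuroD1-positive cells from 17 mice, with 1 library per mouse and region. The top 5 cm of the small intestine is called duodenum here, the bottom 15 cm ileum, and the colon and rectum together colon. Each of these 3 regions had 5 sham ad libitum, 5 sham weight-matched and 6 VSG libraries. A library from every region was present for 15 mice, whereas sham ad libitum mouse 17 had only a duodenum library and sham ad libitum mouse 24 only ileum and colon libraries. Tissue was taken 6 weeks after surgery and about 15 min after a gavage of glucose at 3 g/kg. The authors aligned the reads to the mouse genome GRCm38 with STAR and counted them per Ensembl gene. Their counts are whole numbers without normalization, and the paper's text does not say whether the strand of the reads was used, so that the counts of genes overlapping another gene are uncertain. For mouse 12, the tissue label and the description code of the ileum and colon libraries are crossed, and the tissue label was used.

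Total counts per library ranged from 4648651 to 17182463, with a median of 6713018, and between 17420 and 22231 genes had at least 1 count in a library. Of the 53465 genes in the table, 13074 had 0 counts in every library. The 15126 genes that passed edgeR's filter on low counts (filterByExpr over the 9 groups of surgery and region) were tested. Counts were scaled by edgeR's TMM method and fitted with 1 mean for each of the 9 groups, and contrasts between groups were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all tested genes at a threshold of 0.05. Levels are given as CPM after the same scaling. The common biological coefficient of variation was 0.303. The paper used DESeq2 with operation group in interaction with region, and a DESeq2 fit of the same 9 groups was run beside edgeR. Libraries of the same mouse resembled each other to a degree that varied between mice: after removal of the group means, the median correlation across the 2000 most variable genes was 0.165 over 46 pairs of libraries of the same mouse (from -0.226 to 0.623, with 32 pairs over 0.1) and -0.0033 between mice of different groups. These are correlations across genes, and genes are not independent replicates.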

No differences in the percentages of sorted EECs were found among the groups (Figure S4B). 

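After DESeq2's variance-stabilizing transformation, the first and second principal components of the 500 most variable genes held 73.2% and 15.1% of the variance over the 48 libraries. Differences between the duodenum, ileum and colon accounted for 86.9% of the summed squares of these genes (permutation test of the regions within each mouse, one-sided, p = 1e-05, the smallest p that 100000 resamples can give). Once each region was centred, the surgery groups accounted for 7.49% (exact permutation test over 2018016 partitions of the mice, one-sided, p = 0.129), with mice 17 and 24 taken as 1 unit because each lacks the regions of the other. The lowest p for surgery among the alternatives was 0.0754, without sham weight-matched mouse 31 (8.64%), and it was 0.0909 with the 200 most variable genes. The nearest library by Euclidean distance came from the same region for 48 of 48 libraries. Within a region, the nearest library came from the same surgery group for 18 of 48.

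By edgeR's quasi-likelihood test, 5110 genes differed between ileum and duodenum, of which 2606 were higher in the ileum. Between colon and duodenum 8322 genes differed, 4047 of them higher in the colon, and between colon and ileum 7436 genes differed, 3601 of them higher in the colon. The alternative that moved these counts most took the first library index, which partly follows the region, as a covariate, and it was chosen after the data were seen. It gave 1713, 4236 and 5720 genes.

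Averaged over the 3 regions, 37 genes differed between VSG and sham weight-matched mice. Of these, 20 were higher after VSG, whereas 15 of 35 were higher when DESeq2's size factors replaced TMM. DESeq2 gave 102 genes, limma voom with the mouse as a random block 9 and counts summed per mouse 5. The count fell to between 19 and 24 genes without VSG mouse 18, 25 or 28 or without sham weight-matched mouse 16 or 21. The lowest p values belonged to Dbp (log2 fold change -1.62, standard error 0.154, adjusted p = 9.2e-10 from edgeR's quasi-likelihood test) and Nr1d1 (-1.15, standard error 0.136), both lower after VSG. Dbp overlaps Sphk2 and Nr1d1 overlaps Thra on the opposite strand, so their counts are uncertain. Nr1d2 was also lower, with a log2 fold change of -0.70, while Tmem252 (1.03), Nfil3 (1.26) and Arntl (0.84) were higher. Between VSG and sham ad libitum mice, Dbp (-0.139), Nr1d1 (-0.387), Nr1d2 (-0.221), Nfil3 (0.356) and Arntl (-0.14) changed less, and none passed the threshold. In that order, their log2 fold changes between sham weight-matched and sham ad libitum mice were 1.48, 0.764, 0.474, -0.901 and -0.982. Their differences from the weight-matched group therefore cannot be read as a response to VSG alone. Between sham weight-matched and sham ad libitum mice 8 genes differed, 5 of them higher in the weight-matched group. This count was 15 with DESeq2, 4 by limma voom with the mouse as a random block and 0 with counts summed per mouse, and it was between 2 and 5 without sham ad libitum mouse 13, 19 or 24, sham weight-matched mouse 27 or 31, or VSG mouse 22 or 28.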

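In the comparison of VSG with sham ad libitum mice across all 3 regions, 0 of 15126 genes passed an adjusted p of 0.05 by edgeR's quasi-likelihood test, and 837 genes had an unadjusted p under 0.05. The lowest adjusted p was 0.0678. DESeq2 called 24 genes, 13 of them higher after VSG, and limma voom with the mouse as a random block called 0. The edgeR count was 6 without sham weight-matched mouse 27, 3 without sham ad libitum mouse 13 or 32, 2 without sham ad libitum mouse 24 or VSG mouse 25, and 1 without sham weight-matched mouse 29 or VSG mouse 22 or 30.

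The 24 genes called by DESeq2 included the 8 that are annotated in Fig. 4D. By edgeR these 8 held ranks 2 to 9 by p value, with adjusted p between 0.0678 and 0.176, and each changed in the direction drawn in Fig. 4D. Adjusted over the list alone 8 of 8 passed the threshold, against 0 when adjusted over all genes tested, but the list was chosen by the paper on these samples and the former is not independent evidence. In the comparison with sham weight-matched mice, Zc3h12a, Tifa, Reg3b and Maob were past the threshold, 4 of the 8.

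Reg3b (ENSMUSG00000071356) lies on chromosome 6 of GRCm38 from 78370657 to 78373466 and had a log2 fold change of 1.65 (standard error 0.385, adjusted p = 0.176 from edgeR's quasi-likelihood test). In the ileum it was counted at 2433 ± 1335 CPM (SD, n = 6) after VSG and 1349 ± 889.7 CPM (SD, n = 5) in sham ad libitum mice. Its log2 fold change was 0.851 there, 1.691 in the duodenum and 2.415 in the colon. In the colon it was counted at 287.4 ± 388.5 CPM (SD, n = 6) after VSG and 54.1 ± 26.6 CPM (SD, n = 5) in sham ad libitum mice. The colon libraries after VSG ranged from 62.63 to 1043 CPM, so the largest change rests on uneven libraries. Tifa had a log2 fold change of 0.75 (standard error 0.176) and overlaps Ap1ar on the opposite strand, so its counts are uncertain. Zc3h12a, on chromosome 4 from 125118423 to 125127840, had a log2 fold change of 0.69 (standard error 0.157, adjusted p = 0.14 by edgeR) and passed the threshold only without sham ad libitum mouse 13 (adjusted p = 0.0183 by edgeR) among the fits that left out 1 mouse.

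The remaining 5 genes were lower after VSG. Slc28a1 fell by 2.32 on the log2 scale (standard error 0.505, adjusted p = 0.097 by edgeR). It was counted at 9.23 ± 4.16 CPM (SD, n = 5) in the duodenum of sham ad libitum mice and at 2.58 ± 1.72 CPM (SD, n = 6) after VSG, but it reached at most 1.81 CPM in any colon library of these groups, so that its mean over the regions rests partly on counts near 0. It also overlaps Ndufs6b on the opposite strand. Kirrel (-0.79, standard error 0.158), Clps (-0.88, standard error 0.191), Maob (-0.44, standard error 0.0952) and Hjurp (-0.34, standard error 0.0728) changed less. Without sham weight-matched mouse 27, Slc28a1, Kirrel, Maob and Hjurp passed the threshold, and Kirrel also did so without sham ad libitum mouse 24 or 32 or VSG mouse 22. Ces1g, named after its values were seen, had the lowest p of all genes, with a log2 fold change of -1.50 (standard error 0.287, adjusted p = 0.0678 by edgeR). This mean rests on the duodenum (1.46 CPM after VSG against 5.91 CPM) and the ileum (0.75 CPM against 3.91 CPM), and in the colon, where Ces1g was counted most, it was not lower after VSG (90.1 CPM against 81.5 CPM).

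**Figure D1:**
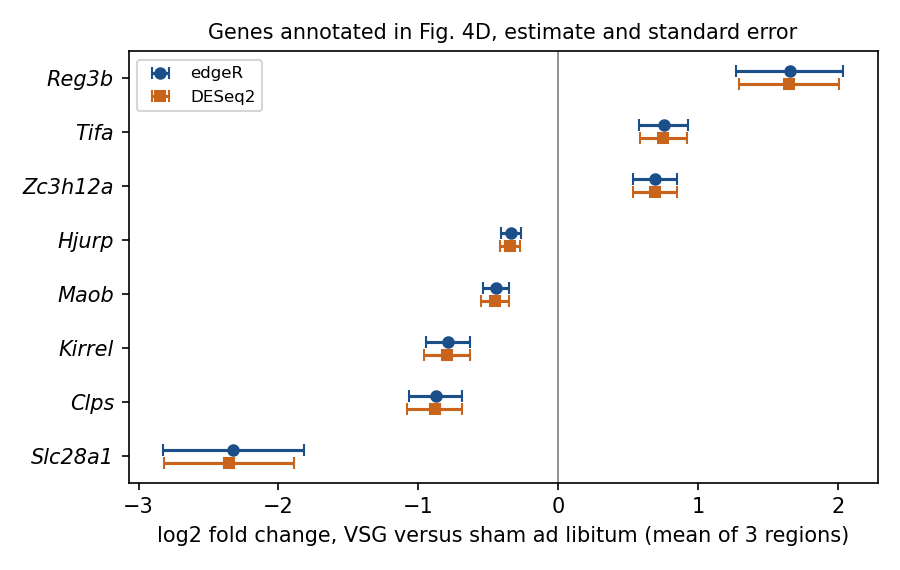
Log2 fold changes (horizontal axis) between VSG and sham ad libitum mice, averaged over the 3 regions, of the 8 genes annotated in Fig. 4D (vertical axis), as estimated by edgeR (circles) and DESeq2 (squares). Bars are 1 standard error, and the 2 estimates of each gene lie within 1 standard error of each other.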

PCA of the top 500 differentially expressed genes revealed that EECs differed according to the intestinal site from which they were collected, but not by treatment group (Figures 4C and 4D). The top 25 variable genes across all samples annotated as hormones, transcription factors, GPCRs, and ion channels are represented as heatmaps in Figures 4G, 4H, S4I, and S4J, revealing that genes involved in EEC function were distinct among different intestinal regions but not altered by surgery. 

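Lists of genes encoding gut peptides, transcription factors, GPCRs, and ion channels and nutrient transporters were written before the data were examined and are not the lists drawn in the heatmaps, whose annotation source was not analysed here. Of the 11 gut peptide genes, 10 differed between ileum and duodenum by edgeR's quasi-likelihood test adjusted over all genes, 9 between colon and duodenum and 9 between colon and ileum. Adjusted over the list alone the counts were 10, 10 and 9. Of 25 transcription factors 16, 23 and 20 differed in these comparisons, and adjusted over the list alone the counts were the same. Of 29 tested GPCRs 17, 23 and 24 differed (18, 25 and 24 adjusted over the list alone), and of 22 tested ion channels and nutrient transporters 13, 20 and 16 (14, 20 and 17 adjusted over the list alone).

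In contrast, 0 genes of the 4 lists passed the threshold between VSG and sham ad libitum mice averaged over the regions, whether adjusted over all genes or adjusted over the list alone. The lowest unadjusted p by edgeR was 0.145 among the gut peptide genes, 0.148 among the transcription factors, 0.00865 among the GPCRs and 0.00902 among the ion channels and transporters. DESeq2 and limma voom with the mouse as a random block also called 0 genes of each list. Between VSG and sham weight-matched mice 0 genes passed by edgeR when adjusted over all genes, and adjusted over the list alone Gpbar1, Casr and Chrm3 passed among the GPCRs and Slc7a5 among the transporters. Without sham weight-matched mouse 27, Gpbar1 and Casr passed when adjusted over all genes, and without sham weight-matched mouse 31, Slc7a5 did. Within single regions 0 genes of the 4 lists passed by edgeR between VSG and either sham group when adjusted over all genes. Adjusted over the list alone, Glp1r passed between VSG and sham ad libitum mice in the ileum, with a log2 fold change of 1.43 (standard error 0.4, adjusted p = 0.399 by edgeR over all genes). Between VSG and sham weight-matched mice Slc5a1, Slc7a5 (0.72) and Slc2a2 (-2.73) passed in the duodenum, Slc7a5 in the ileum and Casr and Chrm3 in the colon. The weight-matched duodenum group includes the library of mouse 27, whose enterocyte genes were high (median log2 difference 2.90 from the others of its group). The adjustment over the list alone was not repeated without that library, so the duodenum results may rest on it.

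Gcg (ENSMUSG00000000394), the proglucagon gene, lies on chromosome 2 of GRCm38 from 62474530 to 62483650. It was counted at 627 ± 292.5 CPM (SD, n = 16) in the duodenum, 1252 ± 757 CPM (SD, n = 16) in the ileum and 815 ± 432 CPM (SD, n = 16) in the colon, with a log2 fold change between ileum and duodenum of 0.99 (standard error 0.263, adjusted p = 0.00284 from edgeR's quasi-likelihood test). Its difference between colon and duodenum did not pass the threshold (0.37, standard error 0.261, adjusted p = 0.236 by edgeR). Between VSG and sham ad libitum mice the log2 fold change of Gcg was -0.38 (standard error 0.256, adjusted p = 0.992 by edgeR), and with each mouse left out in turn it stayed between -0.49 and -0.28. Pyy (ENSMUSG00000017311) rose from 116 ± 51.1 CPM (SD, n = 16) in the duodenum to 809 ± 458 CPM (SD, n = 16) in the ileum, and its log2 fold change with VSG was 0.12 (standard error 0.232, adjusted p = 1 by edgeR), with an uncertain direction, since it ranged from -0.07 to 0.20 with each mouse left out. The log2 fold changes of the other gut peptide genes with VSG lay between -0.25 (Insl5, standard error 0.738) and 0.35 (Gip, standard error 0.338), with Gast left aside because of its few counts outside the duodenum.

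Some genes of the lists were close to confined to 1 region. Insl5 was counted at 155 CPM in the colon against 1.52 CPM in the ileum, and with 11 counts over the 16 duodenum libraries. Gast was counted at 24.4 ± 43.4 CPM (SD, n = 16) in the duodenum, where a few libraries carried most of the mean (0.145 to 123 CPM per library), with 4 counts in the ileum and 0 in the 16 colon libraries. Cck fell by 3.18 on the log2 scale from duodenum to ileum, and Ghrl by 4.31, while Nts rose by 3.54. Piezo2 (8.81) was higher and Trpa1 (-10.16) and Ghrl (-9.59) were lower in the colon than in the duodenum, and Gip (-7.09) and Cnr1 (-6.32) were lower in the colon than in the ileum. Agtr1a was counted at 5.52 CPM in the colon, with 7 counts over the 16 duodenum and 17 over the 16 ileum libraries, and Mc4r at 4.44 CPM in the duodenum, with 21 counts over the 16 ileum libraries. The largest log2 fold changes between VSG and sham ad libitum mice were -0.70 for Hhex (standard error 0.518) among the transcription factors and -0.64 for Piezo2 (standard error 0.577) among the ion channels and transporters, neither past the threshold. Both rest partly on regions with under 1 CPM, and Agtr1a, the GPCR with the largest fitted change, has too few counts outside the colon for a mean over the regions.

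**Figure D2:**
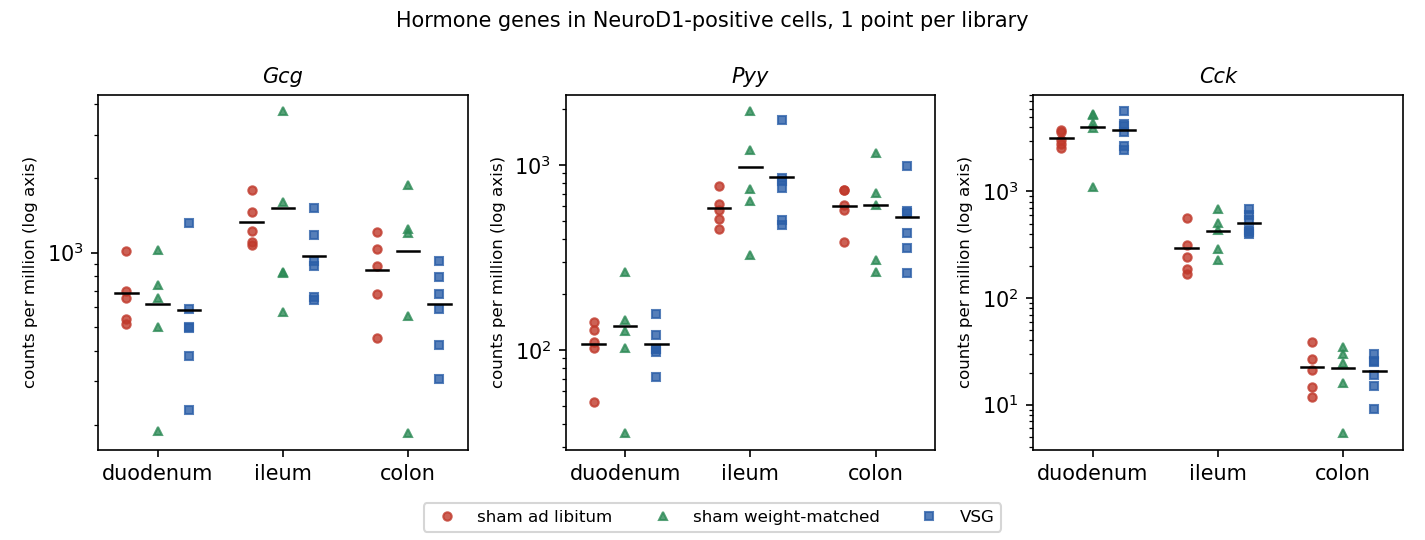
CPM (vertical axes, logarithmic) of Gcg, Pyy and Cck in the duodenum, ileum and colon (horizontal axes) of sham ad libitum (circles, n = 5 per region), sham weight-matched (triangles, n = 5) and VSG mice (squares, n = 6). Each point is a library and each bar the mean of a group, and Cck lies between 1093 and 5672 CPM in the duodenum and at most 39.0 CPM in the colon.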

Further clustering analyses examining samples from each region separately also did not reveal clustering by treatment based on the top 100 variable genes (Figures S4C–S4H).

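With the 100 most variable genes of each region, the 3 surgery groups accounted for 21.2% of the summed squares in the duodenum, 16.1% in the ileum and 14.9% in the colon. Exact permutation tests over the 2018016 partitions of the 16 libraries of a region, one-sided, gave p = 0.0608 for the duodenum, 0.181 for the ileum and 0.286 for the colon. The duodenum passed 0.05 with the 50 most variable genes (21.9%, exact p = 0.0498) and without sham ad libitum mouse 32 (23.6%, exact p = 0.0401) or without sham weight-matched mouse 21 (24.9%, exact p = 0.0348), 29 (23.9%, exact p = 0.0435) or 31 (27.3%, exact p = 0.0157). It did not pass with the 500 most variable genes (18.6%, exact p = 0.108) or with edgeR's log2 CPM (17.9%, exact p = 0.108). Nor did it pass without any other mouse, and the highest p was that without VSG mouse 11 (19.4%, exact p = 0.151).

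Between VSG and sham ad libitum mice, edgeR's quasi-likelihood test called 0 genes in the duodenum, 0 in the ileum and 0 in the colon, with 370, 932 and 950 genes at an unadjusted p under 0.05. DESeq2 called 0, 5 and 0 genes, and limma voom with the mouse as a random block called 0, 0 and 1. In the ileum edgeR called 2 genes without sham ad libitum mouse 13, 19 or 24 and 1 without VSG mouse 28, and in the colon 2 without sham weight-matched mouse 27 and 1 without sham ad libitum mouse 32.

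Between VSG and sham weight-matched mice, 34 genes differed in the duodenum by edgeR, of which 32 were lower after VSG. This count rested on sham weight-matched mouse 27: without its duodenum library, an alternative chosen after the data were seen, edgeR called 0 genes, and in that library 32 of the 34 genes were above the other 4 weight-matched duodenum libraries. The count was 195 with DESeq2, between 132 and 226 without sham weight-matched mouse 16, 21, 29 or 31, and between 7 and 20 without any 1 VSG mouse or without sham ad libitum mouse 13, 17, 19 or 24. The genes of lowest p were Gstm1 (-1.85), Nr1d1 (-1.30) and Slc4a7 (-1.77) among those lower and Ufsp1 (1.31) and Tmem252 (1.02) among those higher. In the ileum 7 genes differed, 3 of them higher after VSG, namely Lrg1, Ctu2 (1.00) and Socs3 (1.59), whereas Dbp (-1.66), Maob (-0.88) and Nr1d1 (-1.18) were the lower genes of lowest p. Ctu2, Dbp and Nr1d1 each overlap a gene on the opposite strand, so their counts are uncertain. The ileum count was 14 without VSG mouse 30, 1 without sham weight-matched mouse 16, 21 or 31 or VSG mouse 11, 22 or 28, 3 without sham weight-matched mouse 27 and 4 without VSG mouse 25. In the colon 9 genes differed, 7 of them higher after VSG, with Nfil3 (2.31), Arntl (1.25) and Ces1d (1.28) the higher and Dbp (-1.84) and Nr1d2 (-0.76) the lower genes of lowest p. Averaged over the regions, Dbp, Nr1d1, Nr1d2, Nfil3 and Arntl did not pass the threshold between VSG and sham ad libitum mice. The colon count was 15 with DESeq2 and between 3 and 5 without sham ad libitum mouse 12 or 24, any 1 sham weight-matched mouse, or VSG mouse 22, 25, 28 or 30.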

### Altered Intestinal Transit after VSG in Mice

An alternative explanation for the increased plasma GLP-1 and PYY concentrations seen following an OGTT in humans and mice after gastrectomy is that ingested nutrients transit more quickly through the upper gut after surgery and penetrate to more distal regions of the gut before they are absorbed, thus targeting a larger and more distal pool of EECs. To test this hypothesis in the VSG model, mice were gavaged with a mixture of Ensure and fluorescein isothiocyanate (FITC) dextran and killed ∼7 min later to coincide with peak GLP-1 levels measured after OGTT for collection of the luminal contents, intestinal tissue, and plasma. The FITC contents of sequential segments of the stomach and intestines were measured by fluorescence, revealing that FITC dextran penetrated farther down the gut in VSG compared with sham mice, represented by a higher intestinal transit (IT) score (Figures 5A and 5B). The study was performed as a terminal step in the mice that had received either GLP1R antibody or isotype control for 12 weeks, but no difference in intestinal transit score was observed between those treated with the active and those treated with the control antibody. Across sham and VSG mice, plasma GLP-1, PYY, and GIP levels triggered by the Ensure liquid meal correlated with the intestinal transit score (Figures 5C–5E).

**Figure 5:**
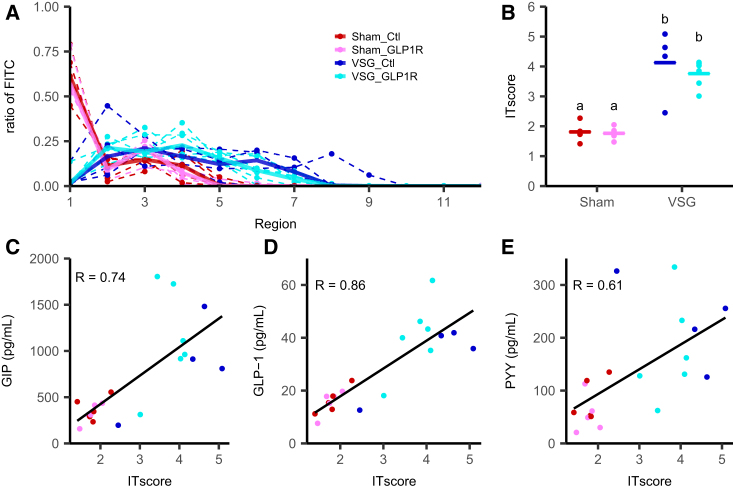
Intestinal Transit in VSG-Operated Mice (A) Ratio of fluorescence in each region of the GI tract (1, stomach; 2–9, small intestine (proximal to distal); 10, caecum; 11 and 12 colon and rectum) harvested 7 min after gavage. Dotted lines are individual mice, and solid lines are the median of each group (VSG-control antibody: blue, n = 4; VSG-GLP1R antibody: cyan, n = 6; sham-control antibody: red, n = 5; sham-GLP1R antibody: pink, n = 5). (B) Intestinal transit (IT) score measured as the weighted mean of the relative fluorescence by the tissue number. Data are individual and median. Significance between groups was assessed by Dunn’s test; groups differing significantly with p < 0.05 are indicated by different letters. (C–E) Correlation between plasma GIP (C), total GLP-1 (D), and total PYY levels (E) and intestinal transit score 7 min after gavage with 100 μL of Ensure plus with 0.5 mg FITC-Dextran 70kDa. Correlation coefficient was calculated using the Pearson correlation and all samples.

## Discussion

Lean patients who have undergone gastrectomy with RYGB, and mice after VSG, provide models to assess the metabolic responses to intestinal rearrangements without the confounding effects of profound weight loss seen in obese bariatric patients. Gastrectomy patients exhibit very high GLP-1, PYY, and insulin levels after an OGTT, mimicking the enteroendocrine physiology of bariatric surgery (Miholic et al., 1991, Roberts et al., 2018b).

The results of the Exendin-9 infusion in humans and anti-GLP1R antibody administration in mice demonstrate that elevated GLP-1 levels after glucose ingestion in these surgical groups are a strong driver of hyperinsulinemia. Peak insulin concentrations in gastrectomy patients were approximately 2-fold higher than in control subjects and were restored to normal levels by Exendin-9. Although other studies in obese humans have similarly concluded that GLP-1 plays an important role in driving insulin secretion after bariatric surgery (Jørgensen et al., 2013, Salehi et al., 2014), studies in mice have yielded conflicting results, with some groups arguing in favor (Garibay et al., 2016) and others against (Douros et al., 2018, Wilson-Pérez et al., 2013) this idea (Hutch and Sandoval, 2017, Smith et al., 2018). Additional improved glucose tolerance arising from concomitant weight loss and improved insulin sensitivity makes the interpretation of these types of study in mice particularly challenging. In practice, the elevated insulin secretion after bariatric surgery likely arises because of the combined rapid elevations of plasma glucose and GLP-1 occurring after glucose ingestion. Glucose concentrations rise faster after gastrectomy because the absence of a gastric reservoir results in rapid entry of ingested glucose into the small intestine, where it is absorbed into the bloodstream (Jacobsen et al., 2013). While pancreatic β cells generate a small secretory response to the rising plasma glucose concentration, this is strongly potentiated by GLP-1 (Gromada et al., 1998). After surgery, this synergy results in hyperinsulin secretion that is inappropriate for the ingested glucose load, and in lean gastrectomy patients with normal insulin sensitivity, the excessive insulin response can be sufficient to drive hypoglycemia. In obese diabetic bariatric patients who are relatively insulin resistant, the response is more likely to be seen as a beneficial lowering of already-elevated plasma glucose concentrations (Jørgensen et al., 2013).

Altered patterns of food intake are commonly reported after bariatric surgery, although the mechanisms remain incompletely explained (Kittrell et al., 2018, Mathes and Spector, 2012, Miras et al., 2012). The lean post-gastrectomy patients also report difficulties in maintaining body weight, although it is unclear whether this arises from alterations in the normal signals that control food intake or a learnt response resulting from the experience of post-prandial symptoms, commonly referred to as dumping syndrome. In the current study, we found that Exendin-9 increased hunger scores after the OGTT, suggesting that high GLP-1 levels contribute to the suppression of hunger in gastrectomy patients. Although elevated endogenous GLP-1 levels after bariatric surgery have not previously been linked to reductions in hunger, GLP-1 mimetics have been licensed as anti-obesity agents because of their suppressive effect on food intake (Nauck and Meier, 2018). The contribution of concomitantly raised PYY levels remains to be established, but in bariatric patients, PYY(3-36) was found to contribute to reduced food intake (Svane et al., 2016). Our finding that GLP1R blockade did not influence weight loss in the immediate post-operative period in mice is consistent with other reports that GLP-1 activity is not required for weight loss in this model (Wilson-Pérez et al., 2013, Ye et al., 2014). However, we did observe a significant increase in consumption of HFD in VSG mice after GLP1R blockade, suggesting that elevated GLP-1 might play a role in the suppression of high-fat consumption after surgery.

We found no evidence to support the hypothesis that EECs exhibit altered peptide production or stimulus responsiveness after surgery that could potentially explain the elevated GLP-1 and PYY concentrations triggered by food ingestion in these patients. It was surprising to find that when the jejunum is directly anastomosed to the esophagus in the human gastrectomy group, resulting in increased exposure to ingested nutrients and a loss of exposure to biliary secretions, there was no indication that its resident EECs altered their properties with respect to peptide production or general transcriptome. A similar lack of EEC adaptation was found along the length of the mouse gut, when we examined different regions by peptidomics and transcriptomics in the murine VSG model. 

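In the mouse libraries, a difference between regions in the response to VSG was tested directly. The interaction of VSG against sham ad libitum with region was past the threshold for 0 of 15126 genes by edgeR's quasi-likelihood test, with 749 genes at an unadjusted p under 0.05, and for 0 genes by DESeq2 (1046 genes at an unadjusted p under 0.05) and by limma voom with the mouse as a random block (1247 genes).

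Counts were simulated with the gene means, spread and library sizes of these libraries, and with every library independent of the others. In this and the second simulation, the 200 changed genes were drawn only from genes above a minimum mean level. Each was changed alike in the 3 regions. The recoveries therefore do not cover genes with fewer counts, the interaction, or a response of fewer genes. For the mean of the 3 regions, edgeR recovered 65.2% of genes changed by 0.5 on the log2 scale between VSG and sham ad libitum mice, 95.5% of genes changed by 1 and 100% of genes changed by 2. Within a single region it recovered 15.2% of genes changed by 0.5 and 71.6% of genes changed by 1 in the duodenum, 12.1% and 70.2% in the ileum, and 19.7% and 77.6% in the colon. In a second simulation, added after the results were seen, a part of 0.165 of the spread was shared by the libraries of a mouse. For the mean of the 3 regions edgeR then recovered 74.2% of genes changed by 0.5 and 97% of genes changed by 1, but 28 of its 209 calls were genes left unchanged, against 4 of 178 calls with independent libraries, so that counts of genes averaged over the regions can hold more false calls than the threshold of 0.05 states. The paper states that EECs along the mouse gut did not adapt to surgery, citing peptidomics and transcriptomics together, and it proposes instead that nutrients make contact with more EECs after surgery.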

Using LC-MS/MS, we did not detect pancreatic-type glucagon in the human or mouse intestine, or GLP-1 in mouse pancreas, either before or after surgery, despite reports that the gut can produce glucagon and the pancreas can produce GLP-1 under certain pathophysiological conditions (Chambers et al., 2017, Donath and Burcelin, 2013, Knop, 2018). The differences between our findings and those of others might reflect that we used LC-MS/MS to identify intact peptides, preventing false-positive detection caused by immunoassay cross-reactivity, or that alternative proglucagon processing occurs under stressful or pathological conditions such as obesity and diabetes, which were not present in our lean models.

When we measured intestinal transit and plasma gut hormone levels at a fixed time point after gavage feeding in mice, we found that that food passed considerably farther down the gut after VSG and that plasma GLP-1, PYY, and GIP concentrations were strongly correlated with the length of intestine exposed to the ingested nutrients. The likely explanation for this correlation is that enhanced gut hormone secretion after bariatric surgery arises when nutrients make contact with more EECs. GLP-1 and PYY concentrations exhibit particularly marked elevations after surgery, because these hormones are produced at higher levels in distal than proximal EECs, and whereas readily digestible nutrients are normally absorbed high up in the gut so that they make little contact with these distal EECs, a shift in nutrient absorption to the lower gut targets a larger GLP-1 and PYY-producing cell population.

To conclude, the results presented here suggest that the following sequence of events occurs after bariatric and gastrectomy procedures, with substantial impacts on metabolism. The anatomic rearrangements and altered nutrient flow and digestion do not alter EEC properties, but increased nutrient transit to the distal gut results in enhanced exposure of distal EECs to ingested stimuli and consequent elevations of GLP-1 and PYY secretion. GLP-1, despite having some effect on hunger, is not required for early post-operative weight loss, but it is a strong driver of insulin secretion, acting in synergy with high glucose peaks resulting from rapid glucose absorption. Enhanced insulin secretion can be beneficial in patients with type 2 diabetes, because it acts to lower blood glucose, but in patients who are insulin sensitive, either because they were lean at the time of surgery for gastric cancer or because they lost a lot of weight after bariatric surgery, the high insulin levels can be sufficient to drive hypoglycemia. Mimicking the effects of bariatric surgery in obese and/or diabetic patients and reducing enteroendocrine activity in insulin-sensitive patients experiencing post-surgical hypoglycemia are both promising areas for developing new and effective treatments in the metabolic field.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

rabbit anti CHGA	Abcam	Cat#Ab15160; RRID: AB_301704
rabbit anti SCG2	Abcam	Cat#Ab12241; RRID: AB_298964
donkey anti rabbit Alexa 647	Life technologies	Cat#A31573; RRID: AB_2536183
PE-coupled antibody anti-CD45 (EM-05)	ThermoFisher Scientifics	Cat#MA110233; RRID: AB_11153376
Anti GLP1R blocking antibody	Medimmune, Biggs et al., 2018	GLP1R0017
Ig control antibody	Medimmune	NIP228

**Chemicals, Peptides, and Recombinant Proteins**		

Exendin 9-39	Bachem AG	Cat#H8740.0500
Glucose	Sigma	Cat#G7528
70kDa FITC dextran	Sigma	Cat#FD70S
Acetonitrile	Pierce	Cat#51101
tryspin EDTA 0.25%	Life technologies	Cat#25200072
DNase1	VWR	Cat#A3778.0050
Y27632	Tocris	Cat#1254/10
DAPI	Sigma	Cat#D9542
Draq5	eBioscience Fisher Scientific	Cat#15530617
RNAsin plus RNase inhibitor	Promega	Cat#N2611
Saponin	Sigma	Cat#47036
Guanidine HCl	Sigma	Cat#G3272
Lyzing Matrix D beads	MPbiomedicals	Cat#116540434
HLB Prime micro elution plate	Waters	Cat# 186008052
DTT	Sigma	Cat#43815
iodoacetamide	Sigma	Cat#I1149
EDTA solution 0.5M	Sigma	Cat#03690
collagenase XI	Sigma	Cat#C9407

**Critical Commercial Assays**		

RNEasy plus micro kit	QIAGEN	Cat#74034
Clontech SMARTer stranded total RNaseq v2 pico kit	Takara Bio	Cat#634412
RNEasy Minelute cleanup kit	QIAGEN	Cat#74204
Rat/mouse total GIP ELISA	Merck Millipore	Cat#EZRMGIP-55K
MSD prototype Mouse/Rat Total PYY assay	MesoScale Discovery	
Mouse/Rat Insulin assay	MesoScale Discovery	Cat# K152BZC-3
Human Total PYY assay	MesoScale Discovery	Cat# K151MPD1
Human Total GIP assay	MesoScale Discovery	Cat# K151RPD1
Human insulin assay	DiaSorin	Cat#310360
Total GLP1 assay	MesoScale Discovery	Cat# K150JVC
Glucagon assay	Mercodia	Cat# 10-1271-01

**Deposited Data**		

RNaseq data from different regions of the GI tract in mouse and from jejunum in human after bariatric surgery	GEO repository	GEO: GSE121490
peptidomics data from different region of the GI tract in the mouse or human jejunum after bariatric surgery	PRIDE / ProteomeXchange	PRIDE: PXD011455; PRIDE: PXD009796; PRIDE: PXD011498

**Experimental Models: Organisms/Strains**		

Mouse: Neurod1-cre/EYFP: C57BL6	in house breeding	Project license 70/7824

**Software and Algorithms**		

R 3.4.2		https://www.rstudio.com/products/rstudio
STAR v2.5.1	Dobin et al., 2013	https://github.com/alexdobin/STAR/releases
Deseq2	Love et al., 2014	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
Peaks v8.5		http://www.bioinfor.com/peaks-studio/
XCalibur 4.1		https://www.thermofisher.com/order/catalog/product/OPTON-30487

**Other**		

Ensure plus chocolate	Abbott laboratories	Cat#353-3601
45% high fat diet	Research Diets	Cat#D12451
10% high fat diet	Research Diets	Cat#D12450H

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Fiona Gribble ().

### Experimental Model and Subject Details

#### Human Exendin 9-39 study

All human studies were conducted in accordance with the principles of the Declaration of Helsinki and following NHS HRA and REC approval (refs: 16/EE/0338; 16/EE/0545), and registered on clinicaltrials.gov (NCT02836353; NCT02971631). Post-gastrectomy participants (age 39.2 ± 8.2 [mean ± SD], 1Female:4Male, BMI 22.1 ± 1.8) were recruited from previous research studies and clinical follow-up at Addenbrooke’s Hospital. All had clinical or biochemical evidence of post-prandial hypoglycaemia. All were screened for anemia, and hepatic and renal dysfunction prior to recruitment and gave written consent following provision of a detailed information leaflet and discussion with the research team. The study required two overnight stays on the Translational Research Facility (TRF); four of five participants consolidated this to one two-night stay with study interventions on consecutive days (previous studies using Exendin 9-39 have demonstrated no ongoing effect of the agent after 12 hours).(Calabria et al., 2016)

Participants were admitted at 5pm and provided with a weight-standardized meal, following which they were permitted only water prior to the study the next day. A Dexcom G4 continuous glucose monitor was sited in the evening to allow it to stabilize and calibrate prior to study interventions. The following morning, participants were woken at 07:00 to allow study interventions to commence at 07:30.

GMP grade lyophilised synthetic Exendin 9-39 was purchased from Bachem AG (Switzerland), stored at −20°C and supplied to the TRF through the pharmacy supply chain of Addenbrooke’s Hospital. Exendin 9-39 or placebo infusion was prepared on the morning of the infusion by the nursing staff on the TRF and infused into a venous cannula. Participant and investigator were blinded to the infusion contents. Infusions were prepared in low-protein absorbing bags (Macoflex N) in 1% human albumin solution in normal saline and infused through low-protein absorbing tubing to reduce peptide adsorption. Placebo infusion was identical to the experimental infusion with the exclusion of only Exendin 9-39.

One cannula was sited in each ante-cubital fossa of the participant (one for infusion, one for blood sampling). Following collection of baseline bloods and symptom scores, Exendin 9-39 was given as a bolus (7500pmol/kg) over 4 minutes followed immediately by infusion at 500pmol/kg/minute(Craig et al., 2017), starting at T-40 minutes. Placebo bolus and infusion were at the same rate as for Exendin 9-39. Blood samples and visual analog scores (VAS) were collected prior to administration of a 50 g OGTT (at T0) and then every 15 minutes for two hours. Blood was collected into EDTA and LiHep tubes, placed immediately on wet ice, centrifuged at 3500 g for 10 minutes at 4°C, and the plasma separated and snap frozen in 500μl aliquots on dry ice within 30 minutes. VAS were collected by marking a 10cm line between the statements “Not at all” and “Extremely,” following the questions: “How hungry are you right now”? and “How full are you right now”?.

Initial power calculations suggested 13 participants would be required to reach significance on the primary outcome measure (nadir blood glucose concentration), however following a change in production policy at Bachem it was not possible to source a second batch of Exendin 9-39 at GMP grade and so the study was restricted to five participants.

#### Human transcriptomics and peptidomics study

Participants undergoing total gastrectomy (for the treatment or prevention of gastric cancer) with Roux-en-Y reconstruction consented to collection of a small cuff of jejunum from the apex of the alimentary limb of the reconstruction (i.e., just distal to the esophago-jejunal anastomosis) during surgery.

Participants recruited for endoscopy were either undergoing a clinically indicated procedure, or consented to a specific research endoscopy for tissue collection. For RNaseq, ten biopsies were collected from the apex of the alimentary limb of the Roux-en-Y reconstruction, for peptidomics two biopsies were collected from the apex of the alimentary limb. Different participants were recruited for RNaseq and peptidomics to reduce the biopsy burden on each participant. For RNaseq, tissue was used from 3 pre-operative (age 48 ± 24, all male) and 4 post-operative participants (age 48 ± 17, 3Male:1Female), and for peptidomics, from 7 pre-operative (age 69 ± 15, all male) and 4 post-operative participants (age 54 ± 12, 1Male:3Female). All tissue samples were immediately placed in L-15 media on ice and transferred to the laboratory for processing within 20 minutes.

#### Mouse VSG surgery

All animal work was performed under the UK Home office project license 70/7824 conforming to the according regulations (Animals Act Regulations SI 2012/3039).

Standard chow-fed lean male mice on a C57BL6 background aged ∼20 weeks and weighing 31.5 ± 3g were switched to liquid diet (Ensure plus chocolate, Abbott laboratories) and single housed 3-4 days before surgery. Surgery was performed as described(McGavigan et al., 2017). Briefly, mice were anaesthetised using 2%–4% isoflurane, injected with analgesic (Metacam, 2mg/kg, sc), the peritoneal cavity was opened and stomach isolated. For VSG operated mice, 70%–80% in volume of the total stomach was excised. The remaining stomach pouch was closed with 6-0 suture and returned to the abdominal cavity. For sham-operated mice, a continuous suture was placed along the line of transection for VSG operated mice but without applying constraint on the stomach. All animals were given analgesic for 2 days and antibiotics (Baytril, 20mg/kg, sc) for 7 days after surgery and monitored daily for signs of post-operative complications. Mice that presented evidence of infection or weight loss of > 25% of their weight on the day of the surgery were excluded from the experiment and humanely culled.

Mice were kept singly housed on cage liners and with standard enrichment on a 12h:12h light cycle. Food intake and body weight were measured 3 times a week. The sham-operated weight matched group received food twice daily to match their body weight to the VSG group. VSG operated mice also received 0.1mg/kg B12 (cyanocobalamin) weekly by subcutaneous injection.

Mice were kept on liquid diet for one week before being transitioned back to standard chow in the first experiment. For the GLP1R blockade study, mice were kept on the liquid diet for 4 weeks after surgery then 4 weeks on a high fat diet (45% energy from fat, D12451, Research Diets) followed by 2 weeks of control low fat diet (10% energy from fat, D12450H, Research Diets). All food transitions were done by presenting the new food to the animals one day before removing the previous food.

For the GLP1R blockade, mice were subcutaneously injected with 19.2mg/kg of GLP1R0017 blocking antibody(Biggs et al., 2018) or control antibody (NIP228, MedImmune) the day before surgery and then weekly for the first 5 injections and then intraperitoneally. Blood samples were collected just before the antibody injection every two weeks and at the end of the OGTTs to validate the presence of the antibody in the circulation.

### Method Details

#### Mouse OGTT, blood collection and Intestinal transit

In the first experiment, 4 weeks after surgery, mice were fasted overnight (16h) and then gavaged with 1g/kg glucose, and tail blood glucose levels were measured before and 5, 15, 30, 45, 60, 90 and 120 min after the gavage using a glucometer (Alpha Trak 2 pet blood glucose meter) and plasma samples for insulin and GLP-1 were collected at 0, 5 and 15min. The same protocol was used for the mice treated with the GLP1R blocking antibody, except that OGTTs were performed 2, 4 and 10 weeks after the surgery when on liquid and LFD respectively.

In the first experiment, 6 weeks after surgery, mice were fasted overnight and then received a 3g/kg glucose challenge. Tail blood samples were taken before and 5 minutes after the glucose challenge. At ∼15 minutes after gavage, terminal blood was collected by cardiac puncture and tissues harvested for the RNaseq analysis. Mice used for the peptidomics analysis were fasted overnight and terminal blood was collected by cardiac puncture after CO_2_ asphyxiation.

For the GLP1R blocking study, at 12 weeks after surgery, mice were fasted for 8h and gavaged with 100 μL Ensure with 0.5mg of 70kDa FITC-dextran (Sigma). Mice were killed by CO_2_ 5 minutes after the gavage, and terminal blood collected by cardiac puncture. Intestinal tissue was harvested and divided into 12 regions, 1 for the stomach / stomach remnant, 8 for small intestine, one for caecum and 2 for colon and rectum, numbered from 1 for the stomach to 12 for the rectum. Each region was opened and intestinal content washed in 1mL PBS or 3 mL of PBS for the stomach and caecum regions. Fluorescence of the intestinal content was measured using a Tecan M1000 Pro Plate Reader. Intestinal transit score was calculated as the geometric center of the fluorescence fraction per region(Miller et al., 1981). Plasma gut peptide levels were correlated to the intestinal transit score using a Pearson correlation.

Tail blood was collected in heparin-coated capillaries and terminal blood in EDTA coated tubes (Sarstedt); plasma was separated by centrifugation and immediately frozen and stored at −80°C until analysis. Hormone concentrations were measured using the assays detailed in the Key Resources Table.

#### Human plasma analysis

Human blood samples were collected into EDTA tubes for LC-MS, into lithium heparin tubes for measurement of insulin and glucose, and into EDTA tubes treated with DPP4 inhibitor (EMD Millipore) and aprotinin for glucagon, GLP-1, GIP and PYY. Samples were immediately placed on ice and centrifuged for 10 minutes at 3500 g at 4°C. Hormone concentrations were measured using the assays detailed in the Key Resources Table. Glucagon was measured using a modified version of the Mercodia sandwich immunoassay kit with additional wash steps to reduce cross-reactivity with other proglucagon species (Roberts et al., 2018b). To measure Exendin-9, a plasma calibration line of Exendin-9 was generated from 0.1 to 10.0 μg/mL and 20μL was extracted using 125μL of 80% ACN with 0.1% formic acid (FA). Supernatant (50 μL) was transferred to a Lo-bind plate and 450 μL of 0.1% FA in water added. LC-MS analysis was performed on a Waters TQ-XS mass spectrometer with a Waters H-Class UPLC system. Sample (5μL) was injected onto a Waters HSS T3 50x2.1mm column with a starting condition of 75% A (0.1% FA in water) and 25% B (0.1% FA in ACN) raising to 65%B over 3 minutes. Exendin 9 was detected using an SRM transition of 843.1 to 396.01 m/z. LC-MS data was processed using the TargetLynx XS software package (Waters).

#### Mouse EEC cell sorting and RNaseq

EECs were purified from Neurod1-cre / EYFP mice on chow diet. After the terminal glucose challenge, top 5cm and bottom 15cm of the small intestine, and large intestine were harvested in L-15 media and kept on ice until processing. Tissue segments were washed with ice-cold PBS and the muscle layer removed before being incubated at room temperature in PBS containing 15mM (30mM for the colon) EDTA and 1mM DTT for 7 min. Tissue was then transferred to a tube containing PBS with Y27632 Rock inhibitor (5 μM), shaken for 30 s, and the remaining tissue returned to the EDTA/DTT. Incubation and shaking steps were repeated 5 times. Villi and crypts in the PBS/Rock inhibitor solution were collected by centrifugation, incubated for 5 minutes with 0.25% Trypsin EDTA (Sigma) with 0.1mg/mL DNase1 at 37°C, recentrifuged, then completely dispersed into single cells in HBSS (H9394, Sigma) containing 10% FBS and Y27632, by trituration and filtration through a 50 μm filter. Cells were stained for 1h at 4°C with a PE-coupled antibody anti-CD45 (EM-05, ThermoFisher Scientifics) used at 1/500 then stained for 5min with DAPI 1 μg/mL in HBSS. Cells were rinsed twice and DRAQ5 (5 μM, Biolegend) was added. Cells were sorted on a FACSJAZZ (BD Bioscience) at the Cambridge NIHR BRC Cell Phenotyping Hub based on their size and scatter, excluding debris (DRAQ5 negative), dead cells (DAPI positive) and immune cells (CD45 positive) to collect 1,500 – 20,000 EECs (EYFP positive). Cells were directly sorted in RLT+ buffer with 1% β-mercaptoethanol and RNA was extracted using a RNeasy microplus kit (QIAGEN). Concentration and RNA quality were assessed using an Agilent 2100 Bioanalyser. All samples had a RIN value > 5 except for one sample which clustered with all others after analysis.

Libraries for sequencing from 2ng of RNA from each sample were generated using the SMARTer stranded total RNaseq v2 pico kit (Takara Bio) and libraries were pooled together and single-end 50 bases sequenced on an Illumina Hiseq 4000 at the CRUK Cambridge Institute Genomics Core.

#### Human EEC sorting and RNaseq

FACS and RNA extraction from fixed human cells followed a modified version of the MARIS protocol (Hrvatin et al., 2014, Roberts et al., 2018a). Intestine was rinsed in cold PBS and the muscular coat removed. Diced mucosa was digested twice in 0.1% w/v collagenase XI (Sigma-Aldrich) in HBSS (Sigma-Aldrich) for 30 minutes each time at 37oC, shaking vigorously every 10 minutes. Supernatants were triturated, passed through a 50μm filter and centrifuged at 300 g. Pellets were resuspended in PBS and fixed in 4% w/v paraformaldehyde (PFA) at 4°C for 20 minutes. PFA-fixed cells were washed twice in nuclease free 1% w/v bovine serum albumin (BSA) in PBS, and if a fluorescence assisted cell sorting (FACS) facility was not immediately available, were suspended in 1% w/v BSA and 4% v/v RNAsin plus RNase inhibitor (Promega, WI, USA) in PBS at 4°C overnight.

Cells were permeabilised by the addition of 0.1% w/v Saponin (Sigma-Aldrich) to solutions in all steps from this point until after the first wash post-secondary antibody staining. Primary antibody staining used 2% v/v rabbit anti-CHGA (Abcam, Cambridge, UK; Ab15160) and 0.25% v/v rabbit anti-SCG2 (Abcam, Ab12241) and was for one hour in 4% v/v RNAsin, 1% w/v BSA and at 4°C. Cells were then washed twice in 1% w/v BSA, 1% v/v RNAsin, and secondary antibody staining was for 30 minutes in 4% v/v RNAsin, 1% w/v BSA and 0.2% v/v donkey anti-rabbit Alexa 647 in PBS at 4°C. Cells were washed twice then suspended in 4% v/v RNAsin, 1% w/v BSA in PBS on ice for FACS.

Cell populations were sorted on a BD FACS ARIA III in the Cambridge NIHR BRC cell phenotyping hub or at Institut Cochin, Paris. Single cells positive for Alexa 647 were classified as EECs. At least 5000 cells were collected for each positive population. Twenty thousand negative cells were collected as the negative (i.e., non-enteroendocrine) cell population. Cells were sorted into 2% v/v RNAsin in PBS at 4°C.

RNA was extracted using the Ambion Recoverall Total nucleic acid isolation kit for FFPE (Ambion, CA, USA) with modifications to the protocol as below. The FACS sorted cell suspension was centrifuged at 3000 g for 5 minutes at 4°C and the pellet resuspended in 200μl digestion buffer with 4μl protease and incubated at 50°C for 3 hours. The solution was then stored at −70°C for at least 12 hours prior to further extraction. After thawing, RNA was extracted using the manufacturer’s protocol (including a DNase step) with the exception of performing 2x 60μl elutions from the filter column in the final step.

The RNA solution was concentrated using a RNEasy Minelute cleanup kit (QIAGEN, Hilden, Germany). RNA aliquots were diluted to 200μl with nuclease free water. The standard manufacturer’s protocol was followed with the exception that 700μl, not 500μl, of 100% ethanol was added to the solution in step two, to generate optimum binding conditions for the PFA fragmented RNA. RNA concentration and quality was analyzed using an Agilent 2100 Bioanalyser (Agilent, CA, USA).

cDNA libraries were created using the Clontech SMARTer Stranded Total RNA-Seq Kit – Pico Input Mammalian v2 (Takara Bio, USA). RNA input quantity was 5ng and the non-fragmentation protocol was used. The standard manufacturer’s protocol was followed with the exception that 175μl of AMPure beads were used for the final bead purification to ensure recovery of the small fragments of RNA arising from PFA fixation. Sixteen PCR cycles were used for amplification. 50 base single-end sequencing was performed using an Illumina HiSEQ 4000 at the CRUK Cambridge Institute Genomics

#### Peptidomics of intestinal tissue

Intestinal tissue from fasted mice was harvested and sections of 10-20mg were collected every 5cm along the GI tract (from 7 positions in the small intestine and 3 positions in the large intestine), the stomach remnant and different part from the stomach of the sham operated mice (lesser curvature, corresponding approximatively to the position of the sample collected in VSG operated mice, corpus, antrum and fundus) from mice following glucose challenge, and pancreas samples from the mice used for the intestinal transit challenge (ie after an Ensure challenge), as well as human biopsies collected as previously described. Tissue samples were directly placed in 250 μL 6M guanidine HCl and homogenized using Lysing Matrix D beads (MPbio). In a Lobind protein tube (Eppendorf), 800 μL ACN 80% (v/v in water) was added to the samples to precipitate proteins and centrifuged 12,000 g centrifugation at 4C for 5min. The aqueous (lower) phase was recovered and dried using a centrifugal vacuum concentrator at room temperature. Samples were then resuspended in 500 μL 0.1% formic acid in water and spiked with internal standard, and peptides were purified by solid phase extraction (Oasis prime HLB, Waters) and eluted in 60% methanol with 10% acetic acid and 30% H_2_O. Samples were dried using a nitrogen flux at 40°C (SPE Dry evaporator system, Biotage) and resuspended in 40 μL 10mM DTT in 50mM ammonium bicarbonate for 1h at 60°C. 10 μL of 100mM iodoacetamide was added and samples incubated for 30min at room temperature in the dark for reduction alkylation. Finally, 60 μL 0.1% formic acid in water was added and 10 μL of the samples was injected into a high flow (for the small and large intestine samples) or a nano flow (stomach and pancreas samples) on a Thermo Fisher Ultimate 3000 nano-LC system coupled to a Q Exactive Plus Orbitrap mass spectrometer (ThermoScientific) as described previously (Kay et al., 2017, Roberts et al., 2018a). A full scan of 400-1600 m/z was performed and the top 10 ions of each spectrum were selected for fragmentation and MS/MS analysis.

### Quantification and Statistical Analysis

Data were analyzed and represented using R (v3.4.2) and statistical analysis is described in figure legends accordingly to the data analyzed as well as the n numbers. Data are represented by median and individual values when possible except when readability required to present mean ± sd. In the human studies, we did not perform subgroup-analyses by age or gender, due to the low n-numbers.

#### Mouse and Human RNasequencing data analysis

Sequenced reads were demultiplexed, quality checked and were aligned on the mouse (GRCm38) or human (GRCh38) genome and raw counts generated using STAR v2.5.1(Dobin et al., 2013) using the GRCm38.91 or GRCh38.93 annotations. Gene expression was analyzed using DESeq2 using the operation group in interaction with the region (mouse only) in the model for normalization, log2 fold change estimation using the lfcShrink function and differential gene expression. Results from the human Deseq2 analysis were then subset to only the genes that are enriched in human EECs as assessed previously(Roberts et al., 2018a).

#### Mouse and Human peptidomics data analysis

LC-MS/MS data were analyzed using Peaks v8.5 software using the *Mus musculus* or the *Homo sapiens* Swissprot database (downloaded 26/10/2017), searching for intact peptides of less than 65 amino acid length, with fixed cysteine carbamidomethylation, while methionine oxidation, N-terminal pyro-glutamate, N-terminal acetylation and C-terminal amidation modifications were variable. Relative levels of peptides were assigned by integrating peptide peak areas specifically designated by their *m/z* and retention time using the QuanBrowser module in Xcalibur (ThermoFisher) and normalized using the spiked internal standards and the tissue weight.

#### Insulin rate analysis

Insulin secretory rate (ISR) was calculated using a two-compartment C-peptide deconvolution model, accounting for age, gender and body surface area, using the ISEC program. Linear mixed effects models were generated as described using the package lme4 in RStudio, with the lmerTest modification. Model fit and normality were tested by plotting the residuals against the fitted value (check for heteroscedasticity), QQ plots for normality of residuals, plots of fitted versus predicted variables to check accuracy of model, and residual-leverage plots to check for highly leveraged data points.

### Data and Software Availability

Transcriptomics data have been deposited on the GEO repository under the GEO: GSE121490 reference series (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121490), divided in two subseries separating human (GSE121486) and mouse data(GSE121489).

Peptidomics data have been deposited on the ProteomeXchange Consortium via the PRIDE repository. Mouse data is available with the project accessions PRIDE: PXD011455 and PRIDE: PXD009796, and human data with the project accessions PRIDE: PXD011498.

How the deposited data were processed for this re-analysis (not part of the article)

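NeuroD1-positive cells were sorted by the authors from the duodenum, ileum and colon of VSG, sham ad libitum and sham weight-matched mice and sequenced as 48 libraries from 17 mice. The authors deposited 1 table of counts per gene, aligned with STAR to GRCm38 and counted on Ensembl genes. The values were checked to be whole numbers, unnormalized, and every column was matched to a labelled sample. Of the 53465 genes listed, 53360 were matched by identifier to GENCODE M21 for symbols and coordinates. Groups and regions were taken from the labels, and mice from the numbers in the labels. The human samples, the peptidomics and the hormone measurements of the paper were not analysed here.

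Counts were tested with edgeR 4.0.16 under R 4.3.3, with filterByExpr, TMM scaling, 1 mean per group, a robust quasi-likelihood fit and Benjamini-Hochberg adjustment at 0.05. Standard errors of log2 fold changes are the absolute fold change divided by the square root of F. Contrasts between surgery groups were averaged over the 3 regions or taken within a region, contrasts between regions were averaged over the 3 surgery groups, and the interaction was a joint test. Principal components and shares of variance used the variance-stabilizing transformation of DESeq2 1.42.0, the 500 most variable genes over all libraries and the 100 most variable within a region. Surgery was tested by exact permutation over mice, and region by permutation within mice.

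The alternatives, set before the data were examined, were DESeq2's size factors in place of TMM, DESeq2 in place of edgeR, no filter on low counts (40391 genes), a stricter filter of at least 10 counts in every library of at least 1 group (12977 genes), limma 3.58.1 voom with the mouse as a random block, edgeR with the mouse as a fixed block for the region contrasts, counts summed over the regions of the 15 mice with all 3, only the libraries compared, omission of the ileum and colon libraries of mouse 12, and omission of each mouse in turn. For shares of variance the transformation and the number of genes were changed. After the data were seen, omission of the duodenum library of mouse 27 and a covariate for the first library index (4 values) were added. The mouse number pairs libraries of the same animal across regions. In 46 such pairs the median correlation of deviations from the group means was 0.165, with 32 pairs over 0.1 and a range from -0.226 to 0.623, and voom's estimate of the correlation within a mouse was 0.128. Surgery groups hold different mice, so their contrasts are not paired.

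With the exceptions below, genes named in the text as changed were chosen by a rule written before the data were examined. The rule took the 11 gut peptide genes of the Fig. 3 legend and 4 genes of sorted cells (Neurod1, Chga, Chgb and Scg2). It took the 8 genes annotated in Fig. 4D and up to 3 genes per direction of lowest p past the threshold in each VSG contrast. From the transcription factor, GPCR and channel lists it took genes past the threshold or with the largest change with VSG. It also took the 3 list genes with the largest change in each direction in each region contrast. Ces1g, Nr3c2, Mt2 and the clock genes outside this rule were named after their values were seen. So were the GPCRs, transporters and immediate early genes named for passing when adjusted over the list alone. The directions in Figs. 4D and 4G had been seen in the paper. Lists of marker genes of enterocytes, colonocytes, goblet, Paneth, tuft, crypt, immune, acinar and stromal cells and of the duodenum and colon, and a list of immediate early genes, were also written beforehand. A list of 16 clock genes was written after the values were seen.

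Total counts per library were 4648651 to 17182463, and no pair of libraries of 1 group was a duplicate of another (lowest chi-square per gene 8.78 over 105 pairs). The tests were tried on simulated counts with 200 changed genes, in which edgeR's recovery between VSG and sham ad libitum mice was 65.2% at a log2 fold change of 0.5 and 95.5% at 1 for the mean of 3 regions, with libraries drawn independently of each other. The changed genes were drawn from genes above a minimum mean level and changed alike in the 3 regions. A simulation in which the libraries of a mouse share a part of their spread was added after the results were seen. For every count of genes, other splits of the mice into groups of the same sizes were fitted, 100 for surgery contrasts and 40 for region contrasts, the real one included. Within groups of 5 or 6 libraries, total counts, gut peptide genes and marker scores were searched for a library far from the others with Dixon's ratio. Intervals and floors cover counting error only.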

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

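The tests in this part were chosen after the results were seen, apart from the regroupings of the mice, whose form was set before the data were examined and whose expected outcome was written down afterwards.

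In 9 of 148 groups of 5 or 6 libraries (6.08%), 1 library lay far from the others of its group, and chance gives about 1 in 20. Of these, 5 are values of the duodenum library of sham weight-matched mouse 27. Its Cck level was 10.09 log2 CPM, Sct 8.54 and Ghrl 8.40, each the lowest of its group. Its mean z-score was 2.92 for the enterocyte genes and -3.32 for the genes of sorted cells (Neurod1, Chga, Chgb and Scg2).

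Markers of several other cell types in this library were high: 12 of 12 enterocyte genes, 7 of 7 Paneth genes, 6 of 6 immune genes, 6 of 6 tuft genes and 6 of 8 goblet genes were above the other 4 sham weight-matched duodenum libraries. The crypt genes rose less (median log2 difference 0.417, from -0.197 to 1.07), and the median was 0.049 for the 2 acinar and -0.582 for the 2 stromal genes. Below all 4 were 1 goblet, 1 crypt and 1 stromal gene. The median log2 difference was 2.90 for the enterocyte genes and -2.09 for the genes of sorted cells, with Apoa4 at 14660 CPM against a mean of 1458 CPM and Chga at 3889 CPM against 15840 CPM. The duodenum libraries of all groups also hold enterocyte genes, since Apoa4 had a median of 1750 CPM in them, so a background of these transcripts is general. Since the genes of sorted cells fell while those of enterocytes rose, library size or scaling alone is argued against, as 1 factor would move both alike. The library carries an index that only this sham weight-matched duodenum library has, but sham ad libitum duodenum libraries with that index differed from those without it by a median of only 0.562 (3 against 2 libraries, 0.0862 to 1.47 over the 12 enterocyte genes), which argues against the index as the whole cause. A lower share of sorted cells with every other cell type raised alike is argued against by the crypt genes (0.417), since 11 of the 12 enterocyte genes rose more than any crypt gene. More enterocytes, Paneth, immune and tuft cells in the sorted sample of this mouse are a candidate explanation (2.90). The share of mitochondrial ribosomal RNA was 27.8%, the highest of the 48 libraries, and it was 25.8% in the colon library of this mouse, where the median log2 difference from the other 4 sham weight-matched libraries was 1.18 for goblet, 0.674 for tuft, 0.652 for colonocyte, 0.397 for Paneth, 0.314 for immune, 0.161 for enterocyte and -0.185 for crypt genes, 0.957 for the 2 acinar, -1.02 for the 2 stromal and -0.978 for the 3 duodenum genes, and -0.692 for the genes of sorted cells. In the duodenum library the 7 genes of mitochondrial mRNA were high as well (median log2 difference 1.58, 7 of 7 above the other 4 libraries). Damaged cells or RNA cannot be told apart from other cells, since no measure of quality per sample is in the labels. The paper mentions a lower RIN, its value for RNA quality, for 1 sample that it does not name and that it says clustered with the rest. No biological explanation was tested for 1 mouse.

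Whether the 34 genes that differed between VSG and sham weight-matched mice in the duodenum, 32 of them lower after VSG, pass the threshold rests on this library. As many genes came from 2 of 100 regroupings of the mice, the real one included, and another regrouping gave 91 genes. Several results were tested in this way without adjustment, so chance is not excluded. Without the library 0 genes passed by edgeR's quasi-likelihood test (535 genes at an unadjusted p under 0.05 without mouse 27 altogether). The number of libraries alone is not the reason, since 132 to 226 genes passed without sham weight-matched mouse 16, 21, 29 or 31. Without the library, the 34 genes kept their direction (34 of 34), 27 had an unadjusted p under 0.05, and the median log2 fold change of the 32 lower genes was -1.03 against -2.11 with it. A response to VSG shared by the mice cannot be told apart, because the 34 genes were chosen on the same mice.

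The total count of sham ad libitum mouse 13 in the duodenum was 17182463, and that of sham weight-matched mouse 31 in the ileum 7421731, each above its group. The share of mitochondrial ribosomal RNA was 13.35% in the former, within the range of its group (10.75% to 14.35%), and 14.96% in the latter (13.44% to 15.91%), so deeper sequencing alone may be the source. Without mouse 13, edgeR called 3 genes between VSG and sham ad libitum mice in place of 0. No biological explanation was tested for either.

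The enterocyte score of sham weight-matched mouse 16 in the colon was -0.0684, above its group, but only 2 of the 12 enterocyte genes were above the other 4 libraries, so the counts are too few to tell whether enterocytes were in the sample. Gast in the ileum of the same mouse was -0.101 log2 CPM and rests on 4 counts, where the other 4 libraries had 0, so that counts at the floor are a candidate source. No biological explanation was tested for these values.

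The comparison of sham weight-matched with sham ad libitum mice, which the paper does not report for these libraries, gave 8 genes by edgeR's quasi-likelihood test: Dbp, Nr1d1, Nr1d2, Tef and Nr3c2 higher and Arntl, Mt2 and Tmem252 lower in the weight-matched group. In 10 of 100 regroupings of the mice as many genes differed, so chance cannot be excluded for the count. Without sham ad libitum mouse 24 the count was 2, without sham ad libitum mouse 13 or 19, sham weight-matched mouse 27 or VSG mouse 22 it was 4, and without sham weight-matched mouse 31 or VSG mouse 28 it was 5. Of the 8 genes, 6 also differed between VSG and sham weight-matched mice, each in the opposite direction (Dbp, Nr1d1, Nr1d2, Tef, Arntl and Tmem252), and 4 of 100 regroupings gave as many shared genes. Both comparisons share the weight-matched group, which favours opposite signs. Dbp, Nr1d1, Nr1d2, Tef and Arntl are genes of the daily clock.

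A list of 16 clock genes was therefore scored, with the sign of each gene set by its phase. The score was higher in 5 of 5 sham weight-matched mice than in every sham ad libitum mouse (exact permutation test, two-sided, p = 0.00794, the smallest that 252 splits can give), in each region as well, but 8 of the 16 genes were already past the threshold, so this p restates the pattern that prompted the list. For the 8 clock genes of the list not past the threshold in any comparison, the difference was 0.609 with an exact p of 0.0159, with 4 of 5 sham weight-matched mice above every sham ad libitum mouse. These genes come from the same list, written after the calls were seen, and were scored in the same mice. Their p values are therefore not independent of the pattern that prompted the list. Within single regions these 8 genes gave an exact p of 0.135 in the duodenum, 0.00794 in the ileum and 0.0317 in the colon. Between VSG and sham ad libitum mice the score of the 16 genes did not differ (-0.157, exact p = 0.45).

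Several technical explanations are argued against. Library size would move all genes alike, but Arntl fell (log2 fold change -0.98) while Dbp rose (1.48). Removal of trends with GC content, gene length and level left the median signed change of the clock genes at 0.522 against 0.531. With the library index as a covariate, 6 of the 8 genes stayed past the threshold. Dilution by other cells would lower Arntl no more than the genes of sorted cells, which had a median log2 fold change of -0.0941. A single mouse or a wrong label is argued against by the 5 of 5 mice (4 of 5 for the 8 genes not past the threshold). Sphk2, which overlaps Dbp, had a log2 fold change of 0.134, and Thra, which overlaps Nr1d1, 0.0193, so reads of these genes are argued against. Lower body weight as such is argued against, because the VSG mice were matched in weight with these shams and yet 6 of the 8 genes of this comparison and the score of the 8 clock genes not past the threshold differed between them (exact p = 0.0411), although among single regions this difference passed 0.05 in the colon (exact p = 0.00866) and not in the duodenum (0.195) or ileum (0.158). A shifted daily rhythm in the sham weight-matched mice, which received their food in separate daily meals, may explain the pattern. The score of the 8 genes (exact permutation p = 0.0159) is not an independent test of it. Whether the feeding schedule or the time of collection lies behind it cannot be told apart, since both would go with the group (exact p = 0.0159 for the 8 genes not past the threshold) and times of collection are not in the labels.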

How the results depend on the processing

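Of the tests in this part, the alternatives without the duodenum library of mouse 27 and with the library index as a covariate were chosen after the results were seen. The regroupings of the mice had their form set before the data were examined.

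The region contrasts stayed within 1.5 times their counts in every alternative set beforehand, including both fits with the mouse as a block, and 1 of 40 regroupings, the real one, reached each count, so chance can be excluded for them. With the library index as a covariate 1713 genes differed between ileum and duodenum and 4236 between colon and duodenum. The index partly follows the region, so this fit removes part of the regional difference by construction.

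For VSG against sham ad libitum mice averaged over the regions, edgeR called 0 genes with DESeq2's size factors, without the filter, with the stricter filter, with counts summed per mouse and without the libraries of mouse 12, and limma voom with the mouse as a random block called 0 as well. DESeq2 called 24, the library index as a covariate gave 4, and omission of the duodenum library of mouse 27 gave 6. With each mouse left out the count was 0 to 6, the highest without sham weight-matched mouse 27. Within the duodenum every alternative gave 0. There the library index also partly follows surgery: all VSG libraries had the same index, which 2 sham ad libitum libraries shared and 3 did not. In the ileum DESeq2 gave 5 and leaving out a mouse 0 to 2 (2 without sham ad libitum mouse 13, 19 or 24). In the colon limma voom with the mouse as a random block gave 1 and leaving out a mouse 0 to 2 (2 without sham weight-matched mouse 27). The interaction was 0 throughout. For counts of 0 every regrouping is as large (100 of 100 for each of these 5 results), which says nothing about chance.

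For VSG against sham weight-matched mice, the count of 37 genes averaged over the regions became 24 without the filter, 102 with DESeq2, 9 by limma voom with the mouse as a random block and 5 with counts summed per mouse, which uses 15 mice. With each mouse left out it was 19 to 40, the lowest without VSG mouse 18. As many genes came from 7 of 100 regroupings, so chance cannot be excluded. In the duodenum the 34 genes became 71 with DESeq2's size factors, 9 without the filter, 76 with the stricter filter, 195 with DESeq2, 5 by limma voom with the mouse as a random block, 0 with only the libraries compared, 0 without the duodenum library of mouse 27 and 0 with the library index as a covariate, and 0 to 226 with each mouse left out (0 without sham weight-matched mouse 27, 226 without sham weight-matched mouse 31). In the ileum the 7 genes became 3 without the filter, 21 with DESeq2, 1 with only the libraries compared and 1 to 14 with each mouse left out (14 without VSG mouse 30), and 5 of 100 regroupings gave as many, so chance cannot be excluded. In the colon the 9 genes became 4 without the filter, 4 without the libraries of mouse 12, 14 without the duodenum library of mouse 27, 15 with DESeq2 and 3 to 9 with each mouse left out (3 without sham weight-matched mouse 16 or VSG mouse 25). As many genes came from 2 of 100 regroupings, the real one included. That is under 0.05 but without adjustment for the other results tested in this way, so chance is not excluded.

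The 8 genes between sham weight-matched and sham ad libitum mice became 5 without the filter, 15 with DESeq2, 4 by limma voom with the mouse as a random block, 0 with counts summed per mouse and 2 to 9 with each mouse left out (2 without sham ad libitum mouse 24). Fits without the filter test 40391 genes in place of 15126, and the cause of these changes was not tested.

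The share of variance of the first principal component was 70.4% with the 1000 most variable genes and 72.6% to 74.8% with each mouse left out. The share of the surgery groups in the duodenum passed 0.05 with 50 genes (21.9%, exact permutation p = 0.0498) and rose to as much as 27.3% with a mouse left out (exact p = 0.0157 without sham weight-matched mouse 31). It was 24.9% without sham weight-matched mouse 21, 23.9% without sham weight-matched mouse 29 and 23.6% without sham ad libitum mouse 32, each past 0.05 as well, and the cause was not tested. It did not pass with the 500 most variable genes (18.6%, exact p = 0.108) or with edgeR's log2 CPM (17.9%, exact p = 0.108). Nor did it pass without any other mouse, such as VSG mouse 11 (19.4%, exact p = 0.151). The immediate early genes of the ileum had a median log2 fold change of 1.10 without VSG mouse 22 (exact p = 0.0238), against 0.98 (exact p = 0.0931), and it ranged from 0.44 without VSG mouse 18 (exact p = 0.151) to 1.15 without sham ad libitum mouse 19 (exact p = 0.1). Among the gene lists, 2 GPCRs passed between VSG and sham weight-matched mice without sham weight-matched mouse 27, and 1 ion channel or transporter without sham weight-matched mouse 31, where no other alternative moved a list count by more than 1.5 times.

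Of 474 values for named genes under the alternatives, 423 kept their direction and their side of the threshold. The threshold was lost by 41 and gained by 10 (8 by DESeq2), and 0 reversed with a call. Of the 41, 12 were lost without the filter and 9 by limma voom with the mouse as a random block. With a mouse left out, 9 were lost at the lowest and 9 at the highest value. Depth limits genes with few counts: with 4648651 to 17182463 counts per library, Slc28a1 in the colon, Gast outside the duodenum, Insl5 in the duodenum and Agtr1a in the duodenum and ileum rest on a handful of counts.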

Differences from the paper's values

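For the comparison of VSG with sham ad libitum mice across the 3 regions, the paper's Fig. 4D annotates about 8 genes as differently expressed (read by eye), against 0 genes by edgeR's quasi-likelihood test here (837 at an unadjusted p under 0.05, and 0 by limma voom with the mouse as a random block). Of the alternatives set before the data were examined, only the omission of 1 mouse came within 1.5 times of that number, with 6 genes without sham weight-matched mouse 27, of which 4 (Slc28a1, Kirrel, Maob and Hjurp) are among those annotated. The count stayed at 0 with DESeq2's size factors, with no filter or a stricter filter on low counts, without the ileum and colon libraries of mouse 12 and with counts summed per mouse, and it was 24 with DESeq2, a set that contains all 8 of the annotated genes and 16 others. The paper's text does not state how its DESeq2 contrast averaged the regions or which type of shrinkage was used, so it is not known whether 24 and about 8 count the same comparison. Without sham ad libitum mouse 13, Zc3h12a was called, and without sham ad libitum mouse 24 or 32 or VSG mouse 22, Kirrel was called. Alternatives chosen after seeing the values called 6 genes without the duodenum library of mouse 27 (4 of the annotated genes, dropping 4) and 4 genes with the library index as a covariate (Zc3h12a, Kirrel and Hjurp, dropping 5).

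The directions of the 8 genes match Fig. 4D. The shares of the first and second principal components, 73.2% and 15.1%, match the numbers printed in Fig. 4C after rounding.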

Other observations

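Of the tests in this part, the comparison of immediate early genes in the ileum was set before the data were examined, and the others were chosen after the results were seen.

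Tissue was taken about 15 min after a gavage of glucose, so more nutrient contact in the ileum after VSG was set down beforehand as a hypothesis that would raise immediate early genes there. Of 17 such genes 16 were tested. In the ileum their median log2 fold change between VSG and sham ad libitum mice was 0.98, with 14 of 16 genes higher. By edgeR's quasi-likelihood test 0 of the 16 genes passed when adjusted over all genes, and Junb, Egr3, Nr4a2, Arc and Atf3 (5 genes) passed when adjusted over the list alone. Averaged over the regions 8 genes passed over the list alone and 0 over all genes, and against sham weight-matched mice 11 and 1. In the duodenum against sham weight-matched mice 6 passed over the list alone and 0 over all genes, but against sham ad libitum mice 0 passed over the list alone there (lowest adjusted p = 0.33), and in the ileum 0 passed against sham weight-matched mice (lowest adjusted p = 0.0592). These genes move together within a library, so they are not independent, and the list score did not pass the threshold (exact permutation test, two-sided, 462 splits, p = 0.0931). It was 0.110 with DESeq2's size factors, 0.143 without the libraries of mouse 12 and 0.160 against sham weight-matched mice, and 0.0238 without VSG mouse 22. In the duodenum the median was 0.53 (exact p = 0.249) and in the colon 0.29 (exact p = 0.535), and against sham weight-matched mice the duodenum had a median of 0.79 (exact p = 0.0498). The ileum did not differ from the mean of duodenum and colon in this respect (difference 0.324, exact p = 0.319 over 210 splits of the 6 VSG and 4 sham ad libitum mice with all regions). The score varies too much between mice to decide for or against the hypothesis, and dissociation of the tissue also raises these genes, which could not be separated from it.

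Averaged over the regions, Slc28a1, Ces1g and Clps were lower after VSG than in sham ad libitum mice, though Ces1g was not lower in the colon, and fewer enterocytes or Paneth cells in the sorted samples could lie behind this. The enterocyte list did not differ (median log2 fold change -0.166, exact permutation p = 0.271), and the Paneth list was lower (median -1.18, exact p = 0.0303, adjusted p = 0.536 by Benjamini-Hochberg over the lists and contrasts). The fall of each gene was set against that of the lists without Slc28a1, once over the 3 regions and once over duodenum and ileum. The falls were apart from that of the enterocyte list by 3.79 and 2.59 standard errors for Slc28a1, 3.44 and 4.4 for Ces1g and 2.18 and 2.03 for Clps, and from that of the Paneth list by 2.93 and 1.63, 2.15 and 3.29, and 0.799 and 0.685. These gaps decide nothing, because the genes were chosen for their fall in this comparison, Slc28a1 and Ces1g have few counts in some regions, and the standard error of a list leaves out the spread between its genes. Fewer enterocytes or Paneth cells therefore cannot be told apart from a response to VSG.

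None of the marker lists differed between surgery groups after Benjamini-Hochberg adjustment of exact permutation p values. The lowest p was that of the Paneth list between VSG and sham ad libitum mice. For VSG against sham ad libitum mice the median log2 fold changes were -0.134 for colonocyte, 0.0192 for goblet, -0.0335 for tuft, -0.054 for crypt, -0.332 for immune and 0.0789 for duodenum genes, and 0.0344 for the genes of sorted cells. This last value averages opposite shifts: the median was 0.408 in the ileum (0.295 to 0.53) and -0.378 in the colon (-0.415 to -0.108). In the duodenum it was 0.0268, and 0 of these genes passed in any region when adjusted over the list alone. The acinar and stromal lists had 2 tested genes each and were given no score. Signs differ between median and mean or score for some of these lists, such as the colonocyte genes (median -0.134, score difference 0.111).

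The ileum and colon libraries of mouse 12 have crossed codes. The library labelled colon had Hoxb13 at 58.3 CPM, within the range of the other colon libraries (24.7 to 209), and the library labelled ileum had 0, which argues against exchanged ileum and colon samples. Of the 3 duodenum markers, Gata4 at 23.7 CPM and Pdx1 at 2.4 CPM in the ileum library were below the other ileum libraries (41.1 to 79.9 and 2.65 to 14.4), Onecut2 at 10.4 CPM was within their range (3.36 to 24.7), and no explanation for this was tested.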
